# Absence of KpsM (Slr0977) Impairs the Secretion of Extracellular Polymeric Substances (EPS) and Impacts Carbon Fluxes in *Synechocystis* sp. PCC 6803

**DOI:** 10.1128/mSphere.00003-21

**Published:** 2021-01-27

**Authors:** Marina Santos, Sara B. Pereira, Carlos Flores, Catarina Príncipe, Narciso Couto, Esther Karunakaran, Sara M. Cravo, Paulo Oliveira, Paula Tamagnini

**Keywords:** *Synechocystis*, carbon fluxes, cyanobacteria, extracellular polymeric substances, polyhydroxybutyrate, secretion

## Abstract

Many cyanobacteria produce extracellular polymeric substances (EPS), composed mainly of heteropolysaccharides, that play a variety of physiological roles, being crucial for cell protection, motility, and biofilm formation. However, due to their complexity, the EPS biosynthetic pathways as well as their assembly and export mechanisms are still far from being fully understood. Here, we show that the absence of a putative EPS-related protein, KpsM (Slr0977), has a pleiotropic effect on *Synechocystis* sp. strain PCC 6803 physiology, with a strong impact on the export of EPS and carbon fluxes. The *kpsM* mutant exhibits a significant reduction of released polysaccharides and a smaller decrease of capsular polysaccharides, but it accumulates more polyhydroxybutyrate (PHB) than the wild type. In addition, this strain shows a light/cell density-dependent clumping phenotype and exhibits an altered protein secretion capacity. Furthermore, the most important structural component of pili, the protein PilA, was found to have a modified glycosylation pattern in the mutant compared to the wild type. Proteomic and transcriptomic analyses revealed significant changes in the mechanisms of energy production and conversion, namely, photosynthesis, oxidative phosphorylation, and carbon metabolism, in response to the inactivation of *slr0977*. Overall, this work shows for the first time that cells with impaired EPS secretion undergo transcriptomic and proteomic adjustments, highlighting the importance of EPS as a major carbon sink in cyanobacteria. The accumulation of PHB in cells of the mutant, without affecting significantly its fitness/growth rate, points to its possible use as a chassis for the production of compounds of interest.

**IMPORTANCE** Most cyanobacteria produce extracellular polymeric substances (EPS) that fulfill different biological roles depending on the strain/environmental conditions. The interest in the cyanobacterial EPS synthesis/export pathways has been increasing, not only to optimize EPS production but also to efficiently redirect carbon flux toward the production of other compounds, allowing the implementation of industrial systems based on cyanobacterial cell factories. Here, we show that a *Synechocystis kpsM* (*slr0977*) mutant secretes less EPS than the wild type, accumulating more carbon intracellularly, as polyhydroxybutyrate. Further characterization showed a light/cell density-dependent clumping phenotype, altered protein secretion, and modified glycosylation of PilA. The proteome and transcriptome of the mutant revealed significant changes, namely, in photosynthesis and carbon metabolism. Altogether, this work provides a comprehensive overview of the impact of *kpsM* disruption on *Synechocystis* physiology, highlighting the importance of EPS as a carbon sink and showing how cells adapt when their secretion is impaired, and the redirection of the carbon fluxes.

## Abstract (precis)

Most cyanobacteria produce extracellular polymeric substances (EPS) that fulfill different biological roles depending on the strain/environmental conditions. The interest in the cyanobacterial EPS synthesis/export pathways has been increasing, not only to optimize EPS production but also to efficiently redirect carbon flux toward the production of other compounds, allowing the implementation of industrial systems based on cyanobacterial cell factories.

## INTRODUCTION

Most cyanobacterial strains produce extracellular polymeric substances (EPS), composed mainly of polysaccharides, that can either remain associated with the cell surface (capsules, sheaths, or slime) or be released to the extracellular medium, referred to as released polysaccharides (RPS) (1). Over the last 2 decades, a variety of functions have been assigned to these EPS, namely, cell protection, adherence, formation of biofilms, sequestration of nutrients, and motility (2–7). Furthermore, the cyanobacterial extracellular polymers possess unique features compared to their bacterial counterparts, such as the diversity of constituent monomers (up to 13), including uronic acids (up to 2), amino sugars, and deoxysugars, and the presence of sulfate groups and peptides that may contribute to their biological activity (1, 8, 9). Overall, these characteristics make them attractive candidates for biotechnological/biomedical applications ranging from their use as gelling or emulsifying agents to their use in drug delivery and as therapeutic agents (10–14).

Consequently, there is increasing interest in understanding the cyanobacterial EPS biosynthetic pathways, not only to optimize production yields but also to engineer polymer variants tailored for a specific application (9). However, when the main purpose is to potentiate the use of cyanobacteria as “cell factories,” the highly energy-consuming process of EPS production can strongly impair productivity. Thus, comprehensive knowledge of their pathways is also required to efficiently redirect the carbon flux toward the production of other compounds of interest (15, 16).

The final steps of EPS assembly and export are mostly conserved throughout bacteria, following one of three major mechanisms: the ABC transporter-, the Wzy-, or the synthase-dependent pathway (17–19). The ABC transporter-dependent pathway translocates the fully polymerized polysaccharide to the periplasm using a two-protein complex, composed of the transport permease KpsM and the ATP binding component KpsT. The Wzy-dependent pathway relies on Wzx to translocate the oligosaccharide lipid-linked repeat units to the periplasm, where polymerization is performed by Wzy. For both pathways, export to the extracellular space occurs through the action of a polysaccharide copolymerase (KpsE and Wzc) and outer membrane polysaccharide export (KpsD and Wza) (17, 20–22). For the production of alginate, the synthase-dependent pathway requires a synthase, Alg8, to simultaneously polymerize and export the polymer across the plasma membrane to the periplasmic site (18, 23).

A cyanobacterial phylum-wide analysis disclosed the presence of genes encoding proteins from the three pathways (mainly from the first two ones) but often not the complete gene set that defines a single pathway (24). This complexity is also evident in the physical organization of EPS-related genes in cyanobacteria, with multiple copies scattered throughout the genomes, either isolated or in small clusters (8, 24), suggesting a more intricate mechanism for EPS production/regulation in cyanobacteria. Previous works, based mainly on the generation and characterization of knockout mutants of the model cyanobacterium *Synechocystis* sp. strain PCC 6803 (here *Synechocystis*), have confirmed the involvement of homologues of key proteins from both the ABC transporter- and Wzy-dependent pathways in cyanobacterial EPS production. Regarding the ABC transporter-dependent pathway, mutants in *Synechocystis slr0977* (*kpsM*), *sll0574* (*kpsM*), *slr0982* (*kpsT*), and *sll0575* (*kpsT*) produce EPS with monosaccharidic compositions different from that of the wild type (3). Slr0977 and Sll0574 have the Pfam domains typical of bacterial KpsM and Wzm, which are part of the EPS or O-antigen (OAg) ABC transporters, respectively (24). Due to the homology with Escherichia coli, *slr0977* (previously referred to as *rfbA*) was designated *wzm* (3). However, the absence of Slr0977 did not result in changes in the lipopolysaccharide (LPS) profile of *Synechocystis* (3), suggesting that this protein is a KpsM homologue. Regarding the mutants of putative Wzy-dependent components, *wza* (*sll1581*), *wzb* (*slr0328*), and *wzc* (*sll0923*) mutants were also shown to be involved in EPS production, exhibiting less capsular polysaccharide (CPS), less released polysaccharide (RPS), or less of both, respectively (25, 26). Until now, none of the generated mutants exhibited a substantial decrease in RPS production, and a *wzc:wzb* double mutant exhibited a decrease in CPS and an increase in RPS, suggesting that in the absence of the two proteins, RPS production is likely to be diverted to an alternative route (26). Altogether, these results support the involvement of different players and possibly cross talk between homologues of the different canonical bacterial pathways.

In this work, and in order to pursue the unraveling of cyanobacterial EPS assembly and export pathways, a *Synechocystis slr0977* (*kpsM*) knockout mutant was generated and extensively characterized. This gene was targeted, taking into account its relevant genomic location (within a cluster of genes related to sugar metabolism) and previous observations that the absence of *slr0977* leads to EPS with altered composition (3). The *kpsM* mutant was characterized in terms of growth/fitness, EPS production, protein secretion, and cell envelope ultrastructure. In addition, and to achieve a comprehensive overview, the transcriptomes and proteomes of the *kpsM* mutant and the wild type were assessed.

## RESULTS

In the present work, an *slr0977* (*kpsM*) *Synechocystis* knockout mutant was generated and extensively characterized. This open reading frame (ORF) is located in a genomic locus containing 11 genes in which about half are putatively related to sugar metabolism (for details, see Fig. 1). The disruption of *kpsM*, which encodes a putative transport permease of the ABC transporter, was achieved via double homologous recombination by partially replacing the gene (749 bp out of 831 bp) with a kanamycin (Km) resistance cassette. The complete segregation of the mutant was confirmed by PCR and Southern blotting (see Fig. S1 in the supplemental material).

**FIG 1:**
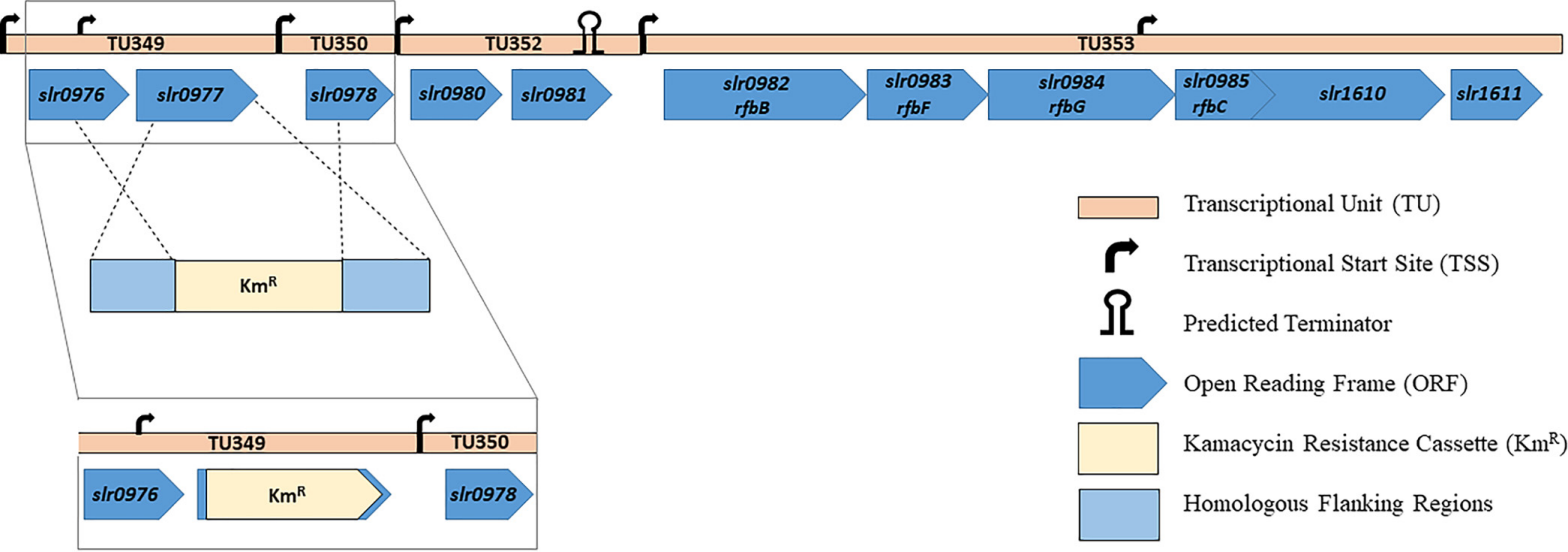
Schematic representation of the *slr0977* (*kpsM*) genomic context in *Synechocystis* sp. PCC 6803 and the generation of the *slr0977* knockout mutant by double homologous recombination. *slr0982*, *slr0983*, *slr0984*, and *slr0985* are annotated as *rfbBFG* and *rfbC*, while *slr1610* is annotated as encoding a methyltransferase (3). The remaining ORFs encode hypothetical proteins of unknown function. The transcriptional unit and transcription start site are annotated according to Kopf et al. (27). The predicted terminator was found using the FindTerm algorithm (Softberry); the insertion of the antibiotic cassette did not alter the prediction.

10.1128/mSphere.00003-21.2 FIG S1 Southern blot analysis confirming the segregation of the *Synechocystis* sp. PCC 6803 *kpsM* mutant. The DNA was digested with the endonuclease SpeI. A digoxigenin-labeled probe covering the 5′-flanking region of *kpsM* was used (primers are listed in Table S4 in the supplemental material). The sizes of the DNA fragments hybridizing with the probe are indicated. wt, wild type; #, clone tested. Download FIG S1, TIF file, 0.04 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### The *Synechocystis kpsM* mutant exhibits a light-dependent clumping phenotype and produces less EPS than the wild type.

The *kpsM* mutant was initially characterized in terms of growth/fitness. Under the conditions tested (12 h of light at 50 μE m^−2^ s^−1^/12 h of dark, at 30°C and 150 rpm), the mutant strain did not show any significant growth differences compared to the wild type (Fig. 2A). However, at lower cell densities (optical density [OD] of <0.5), it displayed a clumping phenotype that faded with culture growth (Fig. 2B). Interestingly, this phenotype was not observed when cultures were grown at a lower light intensity (20 μE m^−2^ s^−1^) but was always visible for cultures grown at a higher light intensity (100 μE m^−2^ s^−1^). Gradual bleaching was also observed for the mutant cells exposed to 100 μE m^−2^ s^−1^ (data not shown).

**FIG 2:**
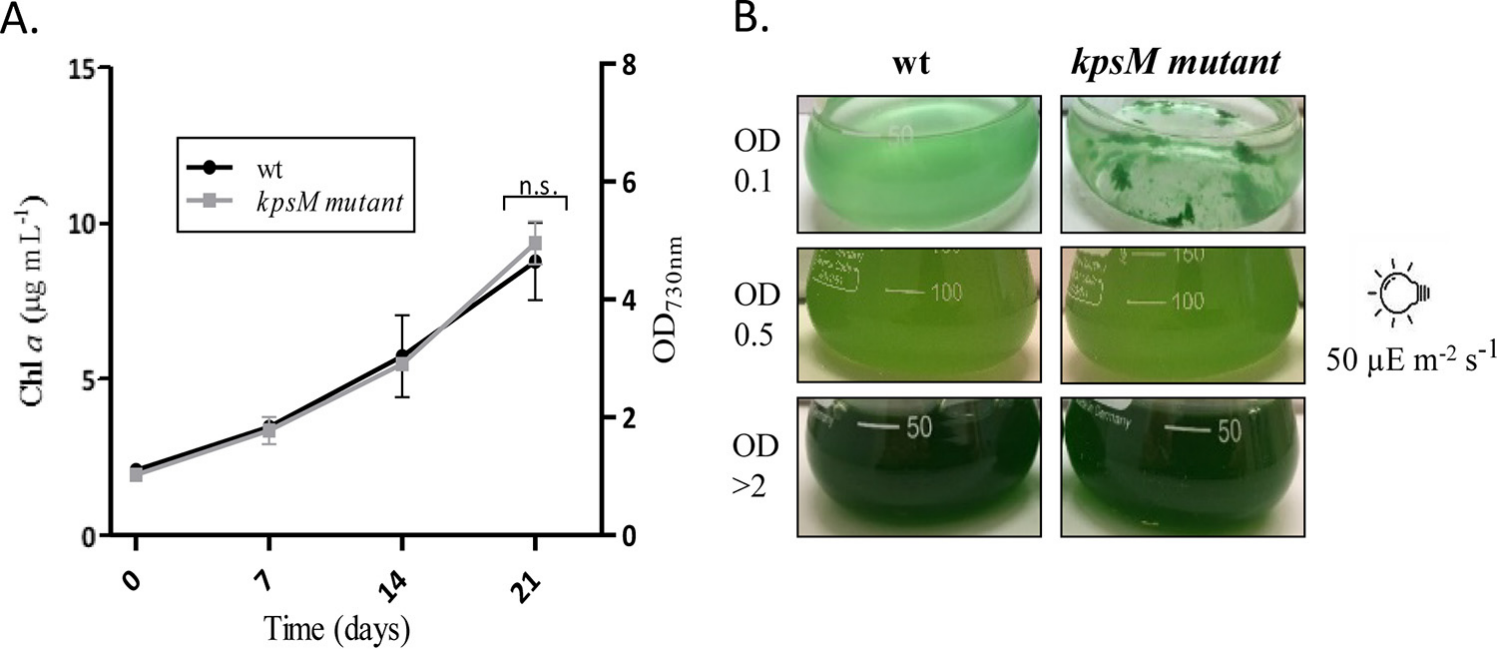
Growth curves of *Synechocystis* sp. PCC 6803 wild-type (wt) and *kpsM* mutant strains (A) and the respective phenotypes showing the clumping of the mutant cells at lower cell densities (B). Cells were grown in BG11 medium at 30°C under a 12-h light (50 μE m^−2^ s^−1^)/12-h dark regimen, with orbital shaking at 150 rpm. Growth experiments were performed in triplicate, and statistical analysis is presented for the last time point (n.s., not significant[*P* value of >0.05]). Chl *a*, chlorophyll *a*.

The total carbohydrate contents were similar for the wild type and the *kpsM* mutant (Fig. 3A). However, the mutant showed 20% less capsular polysaccharide (CPS) (Fig. 3B) and released 50% less RPS than the wild type after 21 days of cultivation (Fig. 3C). Statistical analyses are presented for the last time point, as the differences accumulate with cell density (at this time point, the cultures no longer exhibit the initial clumping phenotype). The smaller amount of RPS secreted by the mutant, without a significant change in the total carbohydrate content, suggests a possible accumulation of carbon intracellularly.

**FIG 3:**
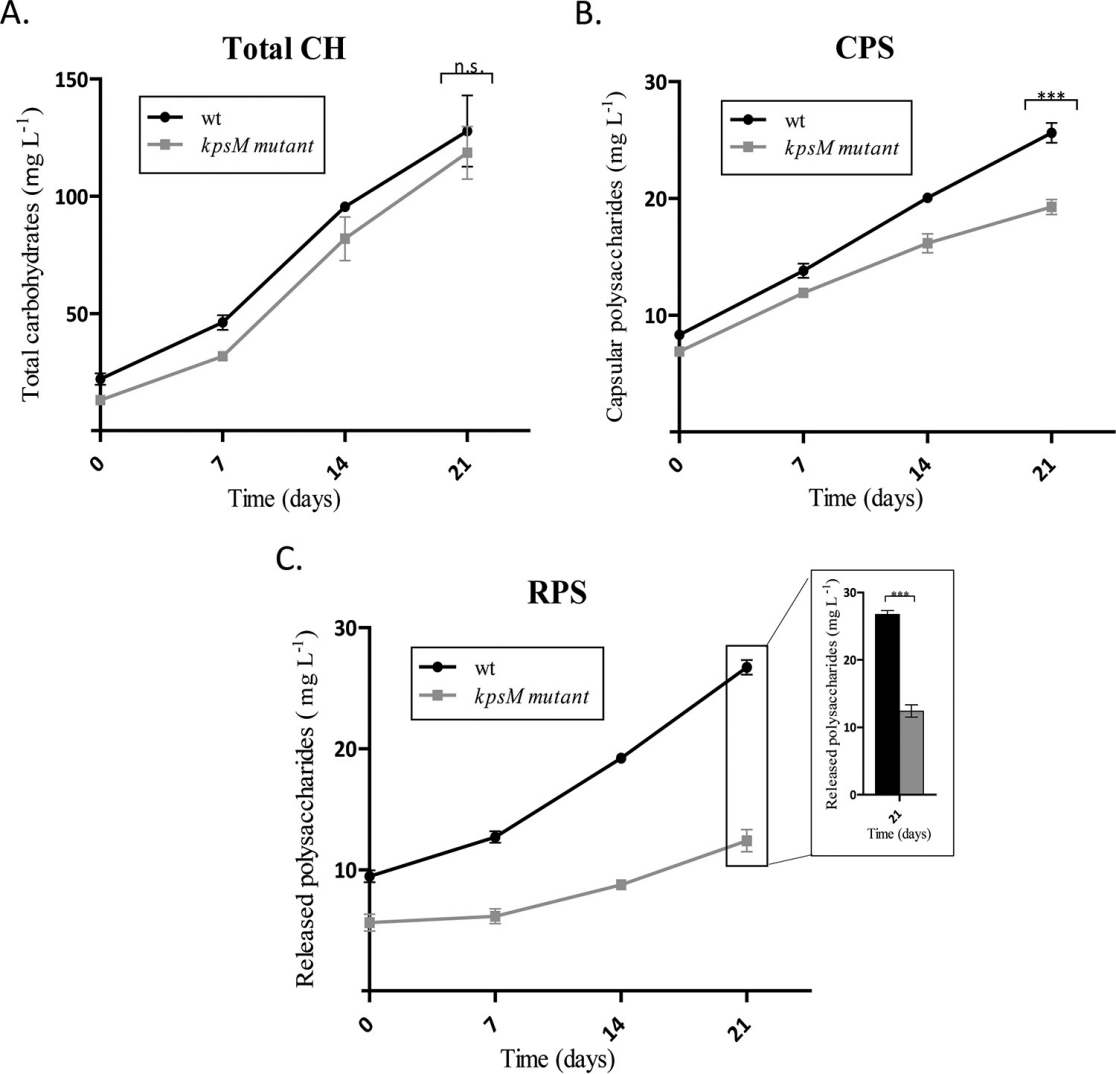
Total carbohydrates (Total CH) (A), capsular polysaccharides (CPS) (B), and released polysaccharides (RPS) (C) of *Synechocystis* sp. PCC 6803 wild-type (wt) and *kpsM* mutant strains, expressed as milligrams of carbohydrates per liter of culture. Cells were grown in BG11 medium at 30°C under a 12-h light (50 μE m^−2^ s^−1^)/12-h dark regimen, with orbital shaking at 150 rpm. Experiments were performed in triplicate, and statistical analysis is presented for the last time point (***, *P* value of ≤0.001).

To ensure that the observed phenotype was not due to polar effects, the knockout mutant was complemented in *trans* using the replicative vector pSEVA351 containing the native *kpsM* gene under the control of the psbA2* promoter. The complementation restored EPS production, reaching even higher levels of CPS and RPS than the wild type (Fig. S2).

10.1128/mSphere.00003-21.3 FIG S2 Total carbohydrates (Total CH), capsular polysaccharides (CPS), and released polysaccharides (RPS) of *Synechocystis* sp. PCC 6803 wild-type (wt) and *kpsM* mutant::pS351slr0977 strains expressed as micrograms of carbohydrates per microgram of chlorophyll *a* (chl a). Cells were grown in BG11 medium at 30°C under a 12-h light (50 μE m^−2^ s^−1^)/12-h dark regimen, with orbital shaking at 150 rpm. Experiments were performed in duplicate, and statistical analysis is presented (n.s., not significant [*P* value of >0.05]; *, *P* value of ≤0.05). Download FIG S2, TIF file, 0.04 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### The *kpsM* mutant accumulates more polyhydroxybutyrate.

To evaluate if the *kpsM* knockout mutant accumulates carbon intracellularly, the amount of carbon storage compounds was determined. Regarding glycogen, no significant differences were found between the mutant and the wild type/complemented mutant (Fig. 4A), representing about 4% of the dry-cell weight. In contrast, the *kpsM* mutant accumulates approximately 30% more polyhydroxybutyrate (PHB) than the wild type/complemented mutant (Fig. 4B). The PHB content represents about 1% of the dry-cell weight for the wild type. Moreover, cultivation under conditions that potentiate the accumulation of PHB (nitrate-free medium [BG11_0_]) (28) led to an increase in the PHB content in both the *kpsM* mutant and the wild type (Fig. S3).

**FIG 4:**
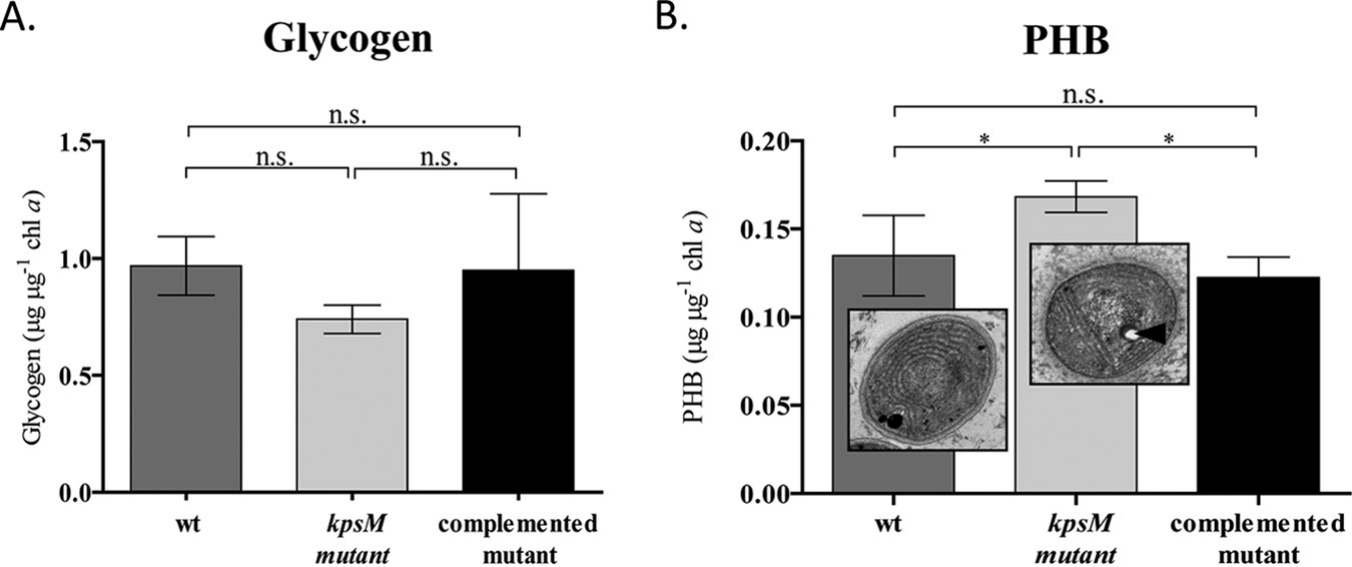
Quantification of glycogen and polyhydroxybutyrate (PHB) in *Synechocystis* sp. PCC 6803 wild-type (wt), *kpsM* mutant, and complemented mutant strains. (A) Glycogen quantification performed by the phenol-sulfuric acid assay and normalized by chlorophyll *a*. (B) PHB content determined by HPLC and normalized by chlorophyll *a*. The TEM micrographs show the ultrastructure of *Synechocystis* wild-type and *kpsM* mutant cells, with the arrowhead indicating the intracellular accumulation of PHB in the *kpsM* mutant. Cells were grown in BG11 medium at 30°C under a 12-h light (50 μE m^−2^ s^−1^)/12-h dark regimen, with orbital shaking at 150 rpm. Experiments were performed in triplicate, and statistical analysis is presented (n.s., not significant [*P* value of >0.05]; *, *P* value of ≤0.05).

10.1128/mSphere.00003-21.4 FIG S3 Quantification of the PHB content of *Synechocystis* sp. PCC 6803 wild-type (wt) and *kpsM* mutant strains by Nile red-based fluorescence spectroscopy. (A) Cells cultured in BG11 medium at 30°C under a 12-h light (50 μE m^−2^ s^−1^)/12-h dark regimen, with orbital shaking at 150 rpm. (B) Cells cultured in BG11_0_ medium at 30°C under a 12-h light (50 μE m^−2^ s^−1^)/12-h dark regimen, with orbital shaking at 150 rpm for 5 days. Experiments were performed in triplicate, and statistical analysis is presented (n.s., not significant [*P* value of >0.05]; *, *P* value of <0.05). Download FIG S3, TIF file, 0.04 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### The extracellular medium of the *kpsM* mutant contains fewer carotenoids.

While performing the RPS quantification, a clearly visible difference between the colors of the cell-free media from the wild type and the *kpsM* mutant was observed (Fig. 5B). Therefore, the pigment contents in the extracellular media of both cultures were analyzed. The absorption spectra of the concentrated samples showed the characteristic peaks of carotenoids for both strains although with a significantly higher content for the wild type (Fig. 5A), with the intracellular content not varying considerably (Fig. S4). For the complemented mutant, the intracellular and extracellular carotenoid contents are slightly higher than those of the wild type (Fig. S4). As carotenoids are lipophilic molecules and, thus, embedded in lipid structures, the presence of lipopolysaccharides (LPS) was also investigated. However, no significant differences were observed in terms of the LPS profile (Fig. 5C).

**FIG 5:**
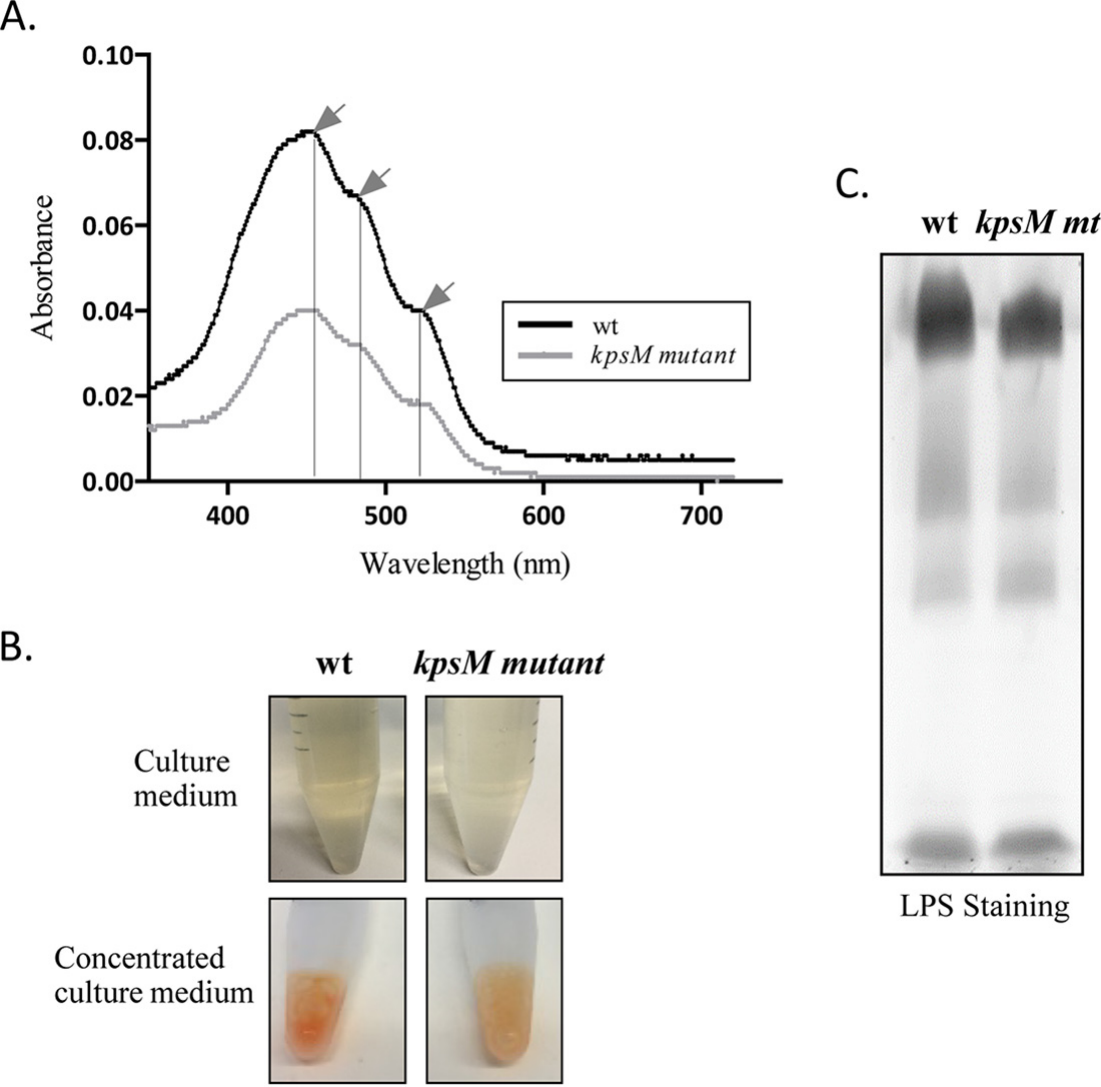
Analysis of the extracellular medium from *Synechocystis* sp. PCC 6803 wild-type (wt) and *kpsM* mutant cultures. (A) Absorption spectra of concentrated medium, with arrows indicating the characteristic carotenoid peaks (at 460, 487, and 521 nm). (B) *Synechocystis* wild-type and *kpsM* mutant culture media exhibiting different orange color intensities due to the amounts of carotenoids. (C) Analysis of the lipopolysaccharides (LPS) in the extracellular culture medium of *Synechocystis* wild-type and *kpsM* mutant (*mt*) strains by SDS-polyacrylamide gel electrophoresis followed by staining with Pro-Q Emerald 300 lipopolysaccharide.

10.1128/mSphere.00003-21.5 FIG S4 Analysis of the intracellular and extracellular medium carotenoid contents of *Synechocystis* sp. PCC 6803 wild-type (wt), *kpsM* mutant, and complemented mutant (comp mutant) strains. Shown are absorption spectra of cell-free extracts (intracellular content) (A) and concentrated medium (B). Black arrows indicate the characteristic carotenoid (Car) peaks (at 460, 487, and 521 nm), while the gray arrow indicates the absorption peak of chlorophyll *a* (Chl a). Download FIG S4, TIF file, 0.1 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### The *kpsM* mutant has altered protein secretion.

Taking into consideration the differences observed due to the amount of carotenoids, further characterization of the extracellular media was undertaken. First, the exoproteomes of the wild type, the *kpsM* mutant, and the complemented strain were analyzed to unveil possible alterations in protein secretion. The *kpsM* mutant releases more proteins into the medium than the wild type (Fig. 6A). In addition, although the in-gel profiles of the exoproteomes of the three strains were overall similar, it was possible to observe a strong band with a molecular mass of approximately 22 kDa for the wild type and a similar but weaker band for the complemented mutant, while a band with a molecular mass of approximately 17 kDa was observed for the *kpsM* mutant (Fig. 6A). These proteins were identified by mass spectrometry and contained peptides corresponding to the pilus component PilA. We hypothesized that the molecular mass shift observed for the *kpsM* mutant could be due to alterations in posttranslational modifications of PilA, namely, glycosylation. To validate this, the exoproteome samples were stained with a glycoprotein staining kit (Pierce). The band identified in the wild type and the complemented mutant as PilA was glycosylated, while differential glycosylation occurred in the region of the PilA-corresponding band in the *kpsM* mutant (Fig. 6B). In addition, the intracellular and outer membrane proteome profiles of the wild type and the *kpsM* mutant were also analyzed. Overall, these profiles were similar between the two strains (Fig. S5), with no significant differences observed.

**FIG 6:**
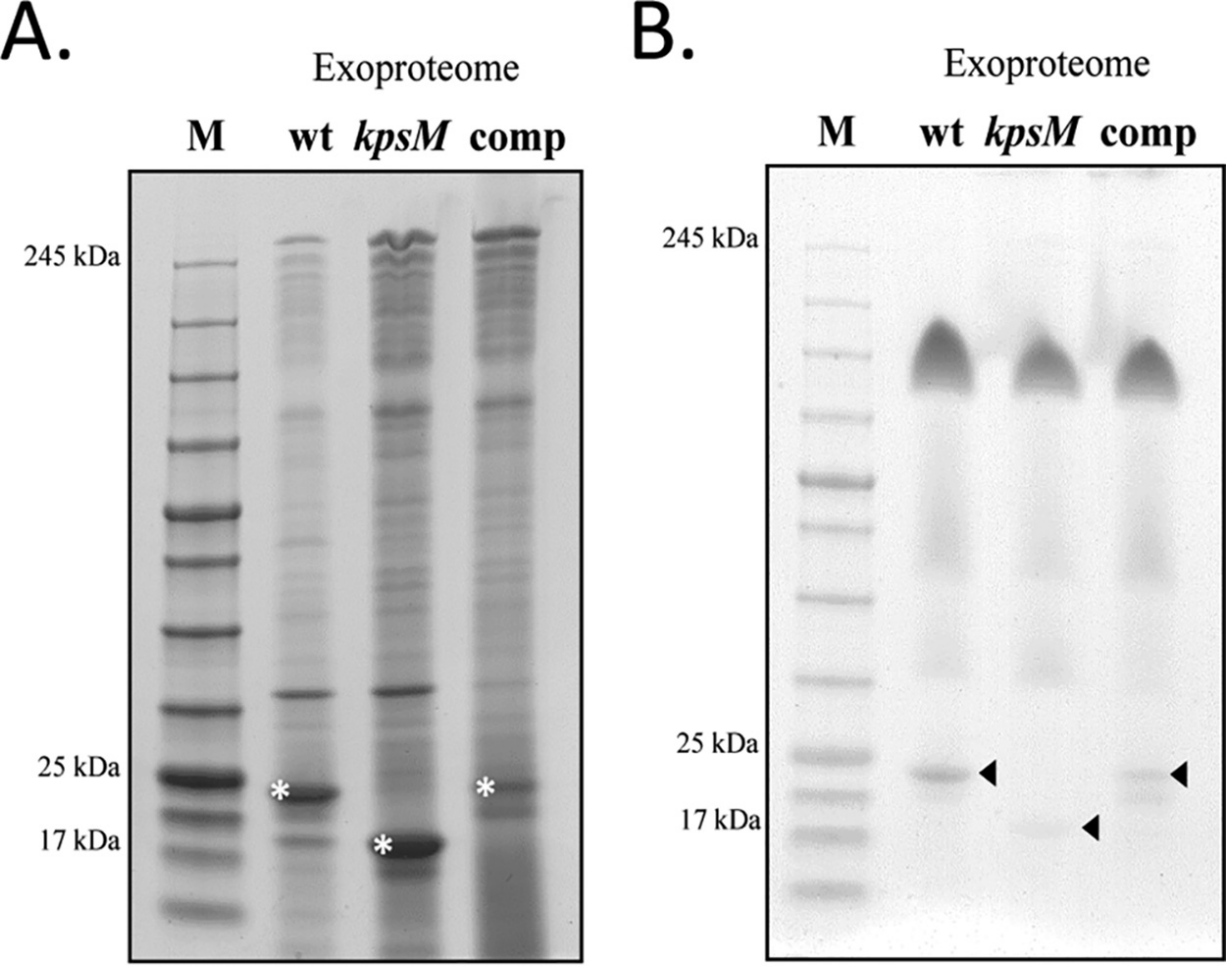
Exoproteomes of *Synechocystis* sp. PCC 6803 wild-type (wt), *kpsM* mutant, and complemented mutant strains. (A) Analysis of the proteins separated by SDS-PAGE and stained with Roti-Blue. Bands highlighted with an asterisk were observed across at least three biological replicates and excised for protein identification. (B) Analysis of the glycoproteins by SDS-PAGE followed by staining with a glycoprotein staining kit (Pierce). Arrowheads indicate glycosylation differences in the PilA component. Sample loading was normalized to each culture cell density (OD_730_), volume of cell-free medium concentrated, and concentration factor. M, NZYColour protein marker II (NZYTech).

10.1128/mSphere.00003-21.6 FIG S5 Total protein and outer membrane extracts of *Synechocystis* sp. PCC 6803 wild-type (wt) and *kpsM* mutant strains. Roti-Blue-stained 4 to 15% SDS-polyacrylamide gels of total protein extracts (A) and outer membrane protein extracts (B) are shown. Sample loading was normalized to the amount of protein. Arrowheads highlight bands corresponding to the S-layer protein component Sll1951 (5). M, NZYColour protein marker II (NZYTech). Download FIG S5, TIF file, 0.1 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Absence of KpsM has a pleiotropic effect on *Synechocystis* homeostasis.

To obtain an overview of the metabolic changes associated with the absence of KpsM in *Synechocystis*, in particular in carbon-related metabolic pathways, two different high-throughput analyses were performed, namely, (i) whole-transcriptome analysis by RNA sequencing (RNA-seq) (Fig. 7) and (ii) isobaric tags for relative and absolute quantification (iTRAQ)-based quantitative proteomic analysis (Fig. 8). 

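For the RNA-seq part, 3 biological replicates of the wild type and 3 of the *kpsM* mutant were sequenced as 6 separate libraries. The cultures were grown at 30°C with 12 h of light and 12 h of dark and were harvested at an optical density of 1.5. The authors cleaned the paired-end reads, aligned them with HISAT2 and counted them on genes with HTSeq, and the deposited counts are whole numbers without normalization. The genome build, the versions of these tools and the strandedness of the counting are not given in the sources used here, so counts of overlapping, antisense or near-identical genes are uncertain. The reads counted on features came to 7003173, 7483094 and 7296847 in wild-type replicates 1, 2 and 3 and to 7259420, 7980033 and 9932036 in mutant replicates 1, 2 and 3. A single feature took a large part of them in every library, which leaves between 3182049 and 5069608 reads for all the others. A tested feature of median abundance had 163.5 to 304.5 counts per library, for which counting alone gives an error of 7.82% to 5.73%. From the counts, 3400 features passed the default expression filter of edgeR, libraries were scaled by its TMM method and the strains were compared with its quasi-likelihood test with Benjamini-Hochberg adjustment. With 3 libraries against 3, the smallest p that an exact two-sided permutation test of a single feature can give is 0.1, so the calls rest on the spread that the model shares across features. The features carry identifiers that neither the deposited files nor the reference annotation used here pair with the ORF and gene names of the paper, so transcript levels of named genes and functional categories are not given, and the iTRAQ data were not analysed here. The transcript of the disrupted gene was for this reason not looked up by name. The paper gives the length of the gene as 831 bp, of which 749 bp were replaced, and 10 features had a length of 831 nt. Their log2 fold changes in the mutant lay between −1.51 and 0.20, and none of their 95% intervals reached −3.34, the value expected if counts fell in proportion to the 82 bp left, so the loss of this transcript was not seen in any of them.

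**Figure D1:**
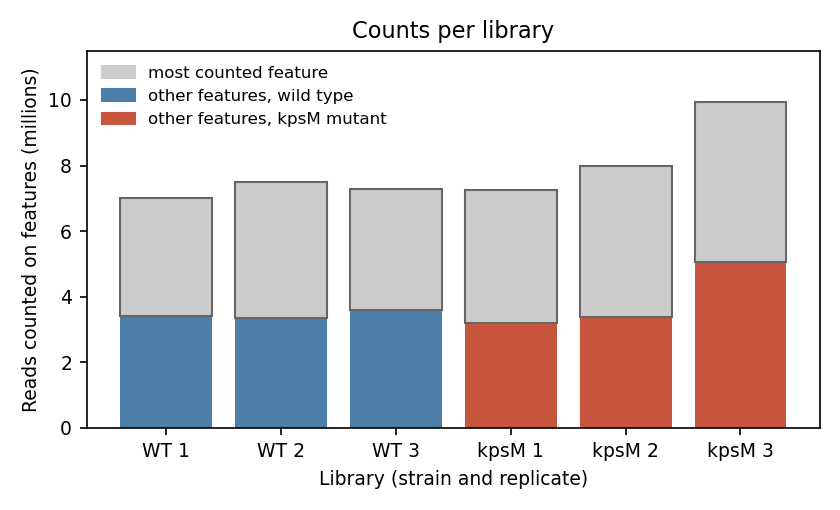
Reads counted on features in each library, with the wild type (WT) and the *kpsM* mutant (kpsM) on the horizontal axis. The gray part of each bar is the most counted feature, and the colored part is all other features, which reached 5069608 reads in mutant replicate 3 and at most 3595713 in the other libraries.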

The genes and proteins referred to throughout this section are listed in Tables 1 and 2, respectively. The full lists of gene transcripts and proteins showing significant fold changes between the *kpsM* mutant and the wild type are available in Tables S1 and S2 in the supplemental material, respectively.

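The authors' deposited table of this comparison gives an adjusted p for 3436 features, and 703 of them lie below 0.05. Of the features called here by edgeR, 649 are among these 703, and all 649 have the same direction in both. A further 52 features were called here alone and 54 in the authors' deposited table alone.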

**FIG 7:**
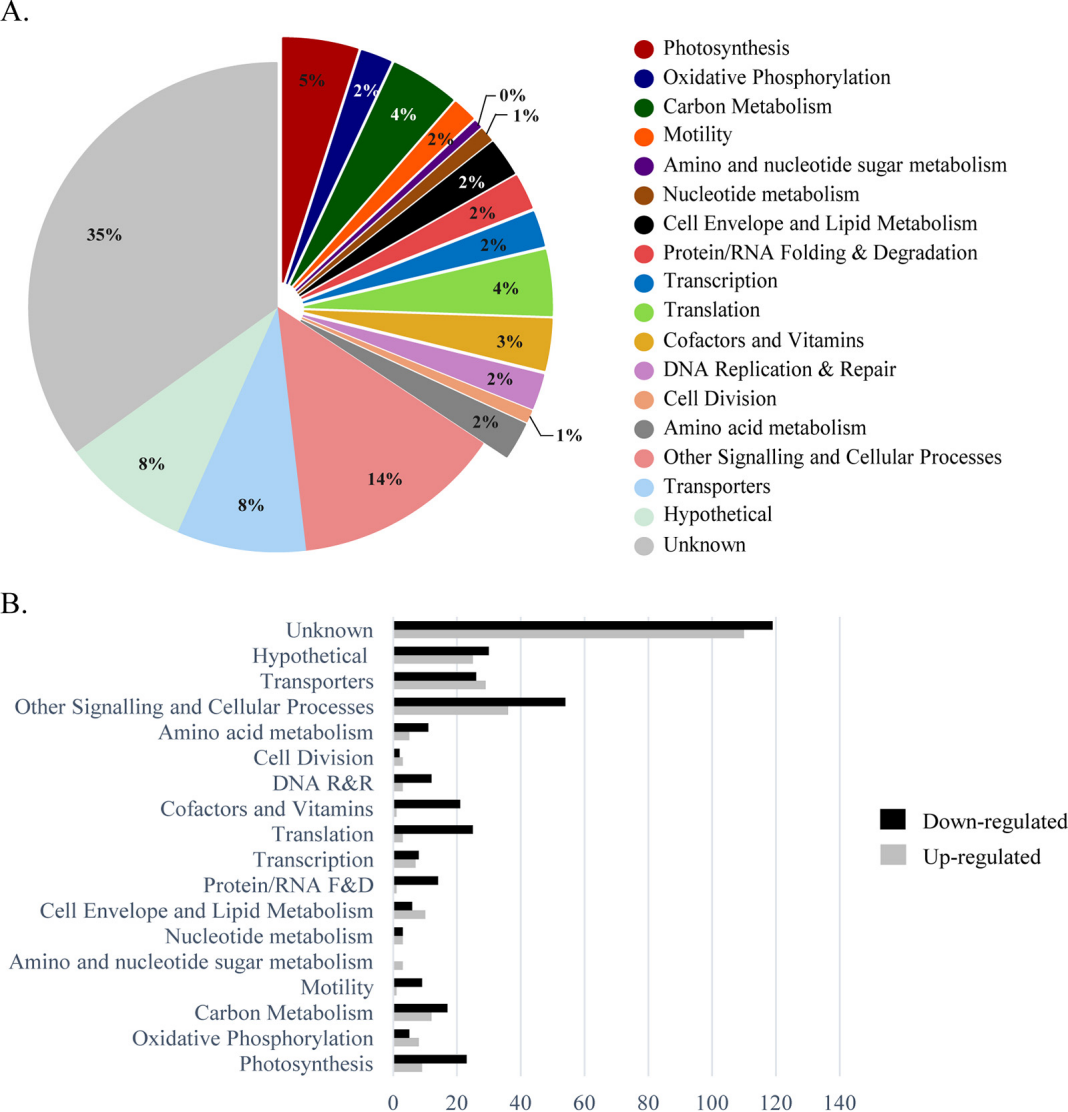
Functional groups of genes with transcript levels with significant fold changes in the *Synechocystis kpsM* mutant versus the wild type. (A) Distribution by functional category of the genes identified and quantified with significant fold changes in the RNA-seq analysis. (B) Number of genes up- or downregulated in the *kpsM* mutant compared to the wild type by functional category. See the annotated list of genes in Table S3 in the supplemental material. Functional categories were assigned based on information available at the CyanoBase and KEGG databases. R&R, replication and repair; F&D, folding and degradation.

**FIG 8:**
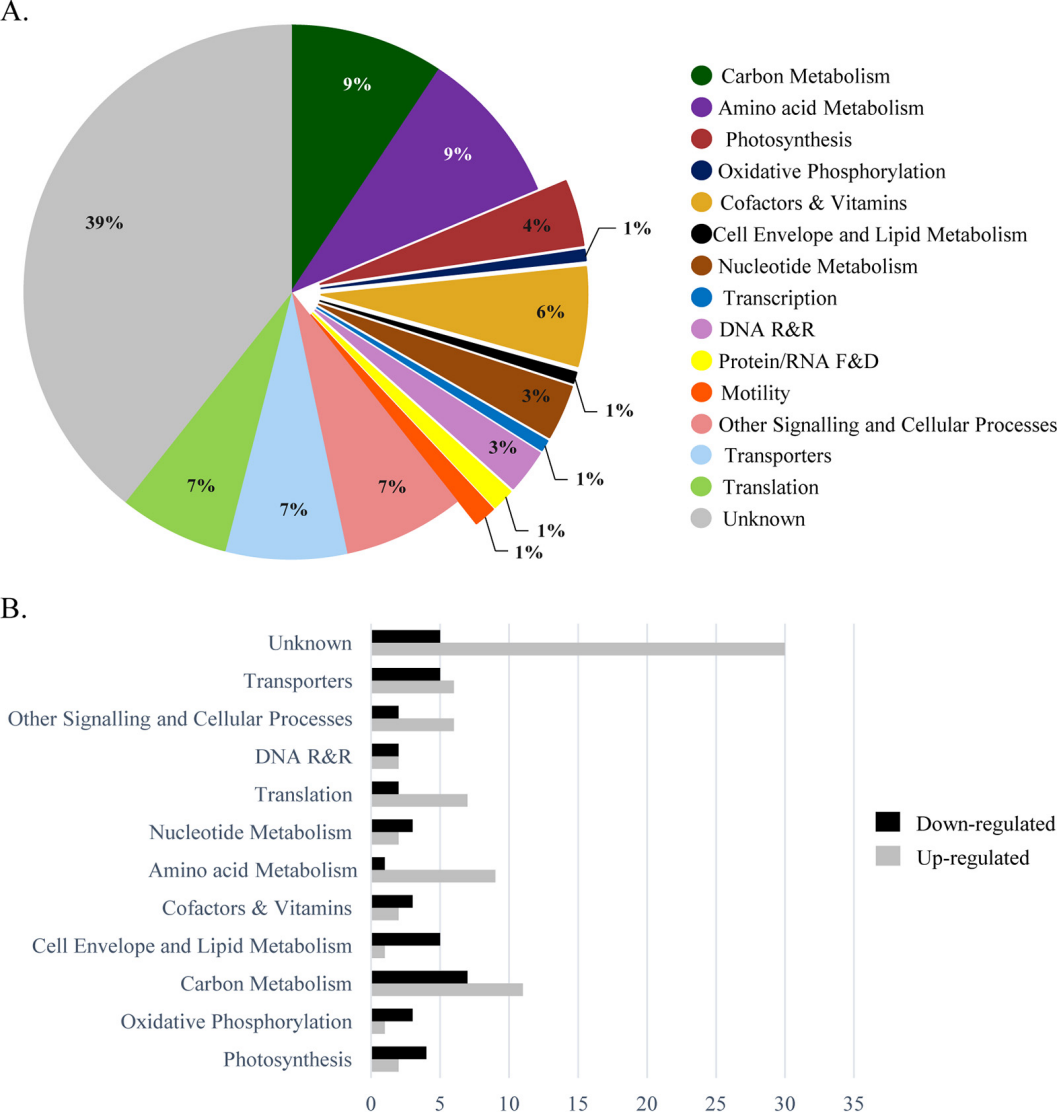
Functional groups of proteins with significant fold changes in the *Synechocystis kpsM* mutant versus the wild type. (A) Distribution by functional category of the proteins identified and quantified by iTRAQ analysis. (B) Number of proteins by functional category with significantly higher or lower abundances in the *kpsM* mutant than in the wild type. See the annotated list of proteins in Table S4 in the supplemental material. Functional categories were assigned based on information available at the CyanoBase and KEGG databases.

**TABLE 1:** Distribution by functional category of the genes presented in Results, quantified in the RNA-seq analysis with significant fold changes in mRNA transcript levels in the *Synechocystis kpsM* mutant versus the wild type

Functional category and ORF	Gene ID(s)	Description	Fold change (mutant/wt)
Photosynthesis			
*ssr2831*	*psaE*	Photosystem I reaction center subunit IV	1.8
*sll1194*	*psbU*	Photosystem II 12-kDa extrinsic protein	−1.6
*ssr0390*	*psaK1*	Photosystem I reaction center subunit X	1.7
*ssr3451*	*psbE*	Cytochrome *b*_559_ alpha subunit	−1.6
*sml0008*	*psaJ*	Photosystem I reaction center subunit IX	1.7
*sll0629*	*psaK*	Photosystem I subunit X	1.6
*sll0427*	*psbO*	Photosystem II manganese-stabilizing polypeptide	−1.5
*smr0004*	*psaI*	Photosystem I subunit VIII	1.6
	*psbZ*	Photosystem II	−1.5
*sll0819*	*psaF*	Photosystem I reaction center subunit III (PSI-F)	1.4
*sll1867*	*psbA3*	Photosystem II D1 protein	−2.1
*smr0008*	*psbJ*	Photosystem II PsbJ protein	−2.0
*ssl0563*	*psaC*	Photosystem I subunit VII	−1.3
*smr0005*	*psaM*	Photosystem I PsaM subunit	1.4

Oxidative phosphorylation			
*sll1324*	*atpF*	ATP synthase subunit b	2.2
*sll1323*	*atpG*	ATP synthase subunit b′	2.2
*sll0223*	*ndhB*	NAD(P)H dehydrogenase I subunit 2	1.5
*sll1322*	*atpI*	ATP synthase subunit a	1.7
*sll1325*	*atpD*	ATP synthase d subunit	1.8
*sll0522*	*ndhE*	NADH dehydrogenase subunit 4L	−1.7
*slr0851*	*ndh*	NADH dehydrogenase	1.4

Carbon metabolism			
*slr1945*	*pgm*	2,3-Bisphosphoglycerate-independent phosphoglycerate mutase	1.6
*slr1843*	*zwf*	Glucose-6-phosphate 1-dehydrogenase	1.4

Motility			
*slr1276*		Type IV pilus assembly protein PilO	−1.7
*slr1275*		Type IV pilus assembly protein PilN	−1.8
*sll1694*	*hofG*	General secretion pathway protein G	−1.5
*sll1533*	*pilT*	Twitching motility protein	−1.8
*sll1291*		Twitching motility two-component system response regulator PilG	2.0

Amino sugar and nucleotide sugar metabolism			
*slr0017*	*murA*	UDP-*N*-Acetylglucosamine 1-carboxyvinyltransferase	2.8
*slr1746*	*murI*	Glutamate racemase	3.0
*slr1423*	*murC*	UDP-*N*-Acetylmuramate-alanine ligase	2.2

Transcription			
*sll1689*	*sigE*; *rpoD*	Sigma factor E	1.8

Amino acid metabolism			
*slr0528*	*murE*	UDP-MurNAc-tripeptide synthetase	1.7

Transporters			
*sll0923*	*epsB*; *wzc*	Exopolysaccharide export protein	2.0
*sll1581*	*gumB*	Polysaccharide biosynthesis/export	1.8

Other signaling and cellular processes			
*slr0328*	*wzb*	Low-mol-wt protein-tyrosine phosphatase	−2.7

**TABLE 2:** Distribution by functional category of the proteins presented in Results, quantified by iTRAQ analysis with significant fold changes in the *Synechocystis kpsM* mutant versus the wild type

Functional category and protein name (alternative name[s])	UniProt accession no.	Description^*a*^	Fold change (mutant/wt)
Oxidative phosphorylation			
Sll1325 (AtpH; AtpD)	P27180	ATP synthase d subunit	1.5

Carbon metabolism			
Ssl2501 (PhaP)	P73545	Phasin (GA13)	3.1
Sll1070 (TktA)	P73282	Transketolase (EC 2.2.1.1)	1.4
Slr1945 (GpmI; Pgm)	P74507	iPGM (EC 5.4.2.12)	1.3
Slr0752 (Eno)	P77972	Enolase (EC 4.2.1.11) (2-phospho-d-glycerate hydrolyase) (2-phosphoglycerate dehydratase)	1.2

Cell envelope and lipid metabolism			
Sll1951	P73817	S-layer protein (HLP)	2.7

Cofactors and vitamin metabolism			
Slr1055 (ChlH)	P73020	Mg-chelatase subunit ChlH (anti-sigma factor E)	−1.3

Other signaling and cellular processes			
Slr1963	P74102	OCP	1.4
Slr0088 (CrtO)	Q55808	β-Carotene ketolase	−1.3
Sll0254	P73872	Carotenoid phi-ring synthase	−1.7

a iPGM, 2,3-bisphosphoglycerate-independent phosphoglycerate mutase; HLP, hemolysin-like protein; OCP, orange carotenoid binding protein.

10.1128/mSphere.00003-21.7 TABLE S1 Distribution by functional category of the genes quantified in the RNA-seq analysis with significant fold changes in mRNA transcript levels in the *Synechocystis kpsM* mutant versus the wild type. Download Table S1, DOCX file, 0.1 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00003-21.8 TABLE S2 Distribution by functional category of the proteins quantified in the iTRAQ analysis with significant fold changes in the *Synechocystis kpsM* mutant versus the wild type. Download Table S2, DOCX file, 0.03 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00003-21.9 TABLE S3 List of organisms and plasmids used/generated in this work. Download Table S3, DOCX file, 0.01 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00003-21.10 TABLE S4 Oligonucleotides used in this work. Download Table S4, DOCX file, 0.01 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Regarding RNA sequencing, approximately 700 genes (out of the 3,636 identified and quantified, representing a coverage of 85.12%) were significantly differentially expressed (*P* value of <0.05) in the *kpsM* mutant compared to the wild type. Of those, 406 were downregulated, while 297 were upregulated. 

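Of the 3732 features in the count data, 3633 had at least 1 read and 3400 passed the expression filter. Among the tested features, 701 (20.6%) differed between the strains at an adjusted p below 0.05 in edgeR's quasi-likelihood test. The fold changes of these 701 features were mostly modest, with a median of 1.69 and quartiles of 1.49 and 2.02, and 181 of them changed by at least 2-fold in either direction. In 40.4% of all tested features, all 3 mutant libraries lay above or all 3 lay below the wild-type libraries, an arrangement that chance alone gives for 10% of features. The 701 were selected for a strain difference, so that nearly all of them, 695, showed it as well. The variation between biological replicates of a strain, estimated by the model over all tested features, was 16.8%. The choice of scaling moved the count most among the alternatives for normalization, since dividing by library totals alone left 277 features past the threshold.

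**Figure D2:**
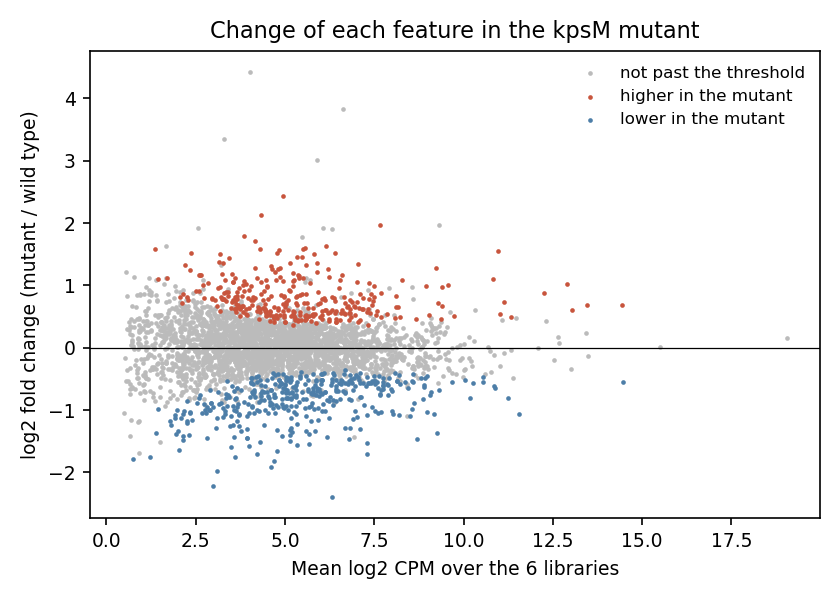
log2 fold change of the mutant over the wild type against the mean log2 CPM (counts scaled to a common library size) of each of the 3400 tested features. Colored points are the 701 features with an adjusted p below 0.05, and the 4 gray points above all colored ones are features that were far higher in mutant replicate 3 than in any other library and did not pass the threshold.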

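In edgeR's test, 388 of the differing features were lower and 313 were higher in the mutant, so that 44.7% of them were higher. The sizes of the changes were alike in both directions, with a median of 1.72-fold for the lower features and 1.66-fold for the higher ones, and 105 lower and 76 higher features changed by at least 2-fold. The split depended on the scaling. With library totals alone, 187 features were lower and 90 higher, while with upper quartile scaling 337 were lower and 367 higher. The 2 largest increases among features past the threshold whose strains did not overlap were those of SGL_RS00130 and SGL_RS06640. SGL_RS00130 had 51.3 ± 18.0 CPM (SD, n = 3) in the mutant and 9.48 ± 1.42 CPM (SD, n = 3) in the wild type, and mutant replicate 3 lay above the other mutant libraries. Its log2 fold change was 2.44 (standard error 0.25, adjusted p = 3.7e-04 from edgeR's quasi-likelihood test). SGL_RS06640 had 32.3 ± 3.53 CPM (SD, n = 3) in the mutant and 7.32 ± 1.53 CPM (SD, n = 3) in the wild type, with a log2 fold change of 2.13 (standard error 0.18, adjusted p = 2.5e-04 in edgeR's test). The 2 largest decreases by the same rule were those of SGL_RS09980 and SGL_RS04145. SGL_RS09980 went from 132.7 ± 3.47 CPM (SD, n = 3) in the wild type to 25.5 ± 5.78 CPM (SD, n = 3) in the mutant, a log2 fold change of −2.39 (standard error 0.17, adjusted p = 1.1e-04 in edgeR's test). SGL_RS04145 was a feature of low counts, with 12.7 ± 6.05 CPM (SD, n = 3) in the wild type and 2.60 ± 1.33 CPM (SD, n = 3) in the mutant. Its log2 fold change was −2.22 (standard error 0.44, adjusted p = 0.0089 in edgeR's test), and it did not pass the threshold without mutant replicate 2 (adjusted p = 0.053 in the same test). The authors' deposited table gives these features log2 fold changes of 2.41, 2.11, −2.39 and −2.21, in this order. From the genes that changed, the paper goes on to compare the numbers of upregulated and downregulated genes in each functional category (Fig. 7).

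**Figure D3:**
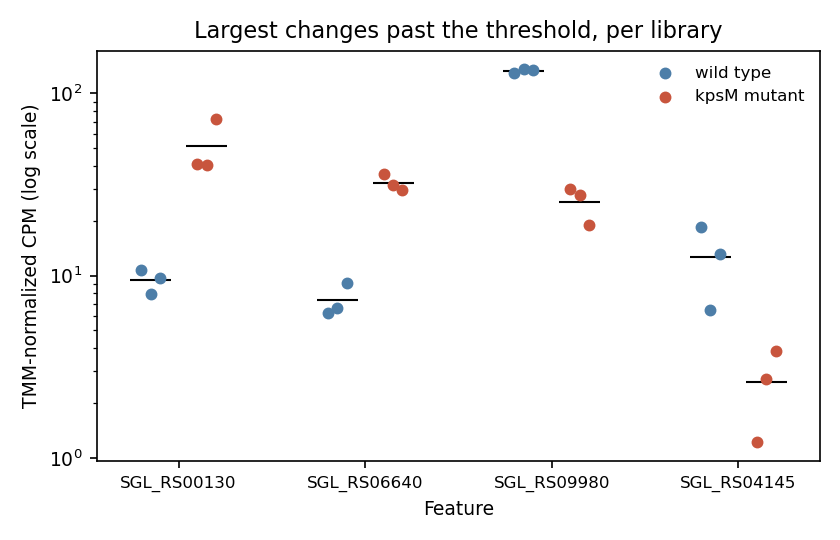
TMM-normalized CPM of 4 features in each library, on a log scale. Points are single libraries, horizontal lines are the means of 3, and the strains do not overlap in any of the 4 features.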

The highest percentage (43%) belongs to the “unknown” and “hypothetical” categories, consistent with the fact that nearly half of the *Synechocystis* genome is still annotated as hypothetical. The other most represented functional groups include the broad-range category “other signaling and cellular processes” and “transporters” (Fig. 7A). Moreover, it is important to highlight the considerable changes observed in the levels of transcripts related to the mechanisms of energy production and conversion, including “photosynthesis,” “carbon metabolism,” and “oxidative phosphorylation.” In addition, “translation” and “photosynthesis” were two of the functional categories with the highest numbers of downregulated genes (Fig. 7B), indicating a strong effect of the absence of KpsM on the translational mechanisms and significant changes in the photosynthetic machinery of the mutant. In agreement, several *psb* genes (encoding components of photosystem II) were downregulated, whereas a number of those coding for photosystem I constituents, *psa*, were upregulated in the *kpsM* mutant. Notably, inactivation of *kpsM* also affects the transcript levels of genes putatively related to the Wzy-dependent pathway of EPS assembly and export, with upregulations of 1.8- and 2.0-fold of *wza* and *wzc*, respectively, and a downregulation of 2.7-fold of *wzb* (gene encoding a low-molecular-weight phosphatase). In addition, genes encoding proteins related to the cell surface/cell wall, namely, the *pil* components (*pilA*, *pilN*, *pilO*, and *pilT*) involved in pilus biogenesis and motility, were downregulated, while the *mur* genes, associated with peptidoglycan biosynthesis, were upregulated.

Regarding the main players in oxidative phosphorylation, the transcript levels of NADH dehydrogenase and ATPase subunits (f, g, i, and d) were significantly higher in the mutant (Table 1). Furthermore, *zwf* (*slr1843*), encoding the key player in the oxidative pentose phosphate pathway (OxPPP), glucose-6-phosphate dehydrogenase, was upregulated 1.4-fold in the mutant. In agreement, an upregulation of ∼2-fold of the transcript levels of the gene encoding sigma factor E was also observed.

The iTRAQ-based quantitative proteome analysis led to the identification and quantification of 1,675 proteins (coverage, 47.7%). Statistically significant fold changes (*P* value of <0.05) were found for 150 proteins. Of these, the levels of 79 were significantly higher whereas those of 71 were significantly lower in the mutant than in the wild type. The distribution of these proteins by functional category is similar to that observed for the gene transcripts, with “unknown” being the most represented, comprising 38 and 41% of the proteins with higher and lower abundances, respectively. Other strongly represented functional categories included “carbon metabolism,” “nucleotide metabolism,” “transporters,” “other signaling and cellular processes,” and “translation” (Fig. 8A). The distribution by functional category of the proteins displaying higher or lower abundances in the mutant is shown in Fig. 8B. Notably, phasin (PhaP), which accumulates together with PHB granules, was found to be more abundant in the mutant (3.1-fold), in agreement with the mutant accumulating more PHB than the wild type. The absence of KpsM also led to an increase of 2.7-fold in the abundance of the S-layer protein Sll1951 in the mutant. In addition, the d subunit of the ATP synthase (Sll1325) was 1.5-fold more abundant in the mutant than in the wild type, in agreement with the results obtained by RNA sequencing. Furthermore, two proteins involved in carotenoid biosynthesis were found at lower abundances in the mutant than in the wild type. These proteins were the β-carotene ketolase CrtO (Slr0088) (1.3-fold less abundant) and the carotenoid phi-ring synthase Sll0254 (1.7-fold less abundant). Additionally, the orange carotenoid binding protein (OCP) was found at a higher abundance in the mutant than in the wild type (1.4-fold).

Regarding carbon metabolism, we observed increases in the levels of the enzymes involved in the sugar catabolic pathways, namely, the transketolase TktA (Sll1070), the phosphoglycerate mutase Pgm (Slr1945), and the enolase Eno (Slr0752) (Table 2). Relevantly, a smaller amount of the anti-sigma factor E enzyme ChlH (Slr1055) (29) was observed in the mutant than in the wild type, whereas the levels of SigE did not change significantly.

Previous studies found that the correlation between transcriptomes and proteomes across large data sets was somewhat modest (30). Nevertheless, it was also described that the cellular processes/functional categories identified by the transcriptomic and proteomic analyses can be very similar (30, 31), which is in agreement with our data sets.

Due to the observed differences in the transcriptomic and proteomic data regarding photosynthetic mechanisms and cell wall/surface components between the *kpsM* mutant and the wild type, the O_2_ evolution/consumption rates and the cell envelope ultrastructures of the two strains were evaluated. The mutant showed a similar O_2_ evolution rate during the light period and a higher O_2_ consumption rate during the dark period (Fig. 9).

**FIG 9:**
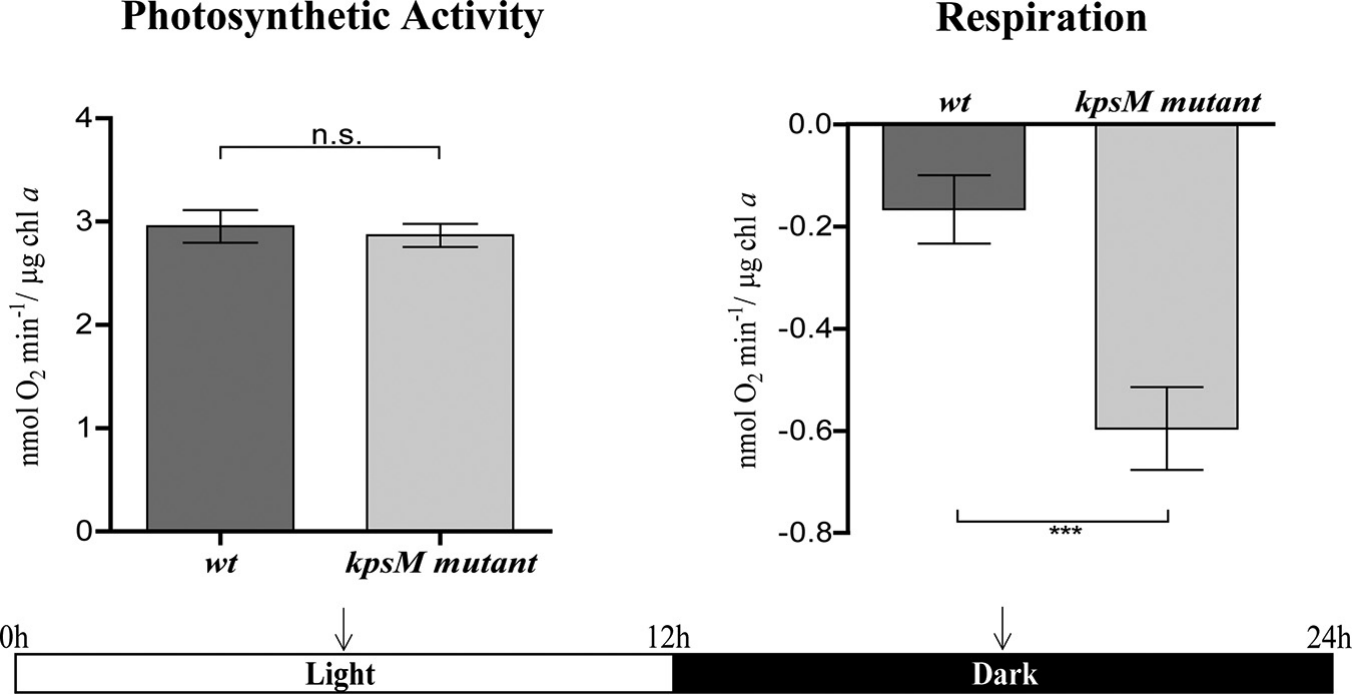
Oxygen evolution and consumption rates by *Synechocystis* sp. PCC 6803 wild-type (wt) and *kpsM* mutant strains. Photosynthetic activity was measured in the middle of the light period, and respiration was measured in the middle of the dark period (arrows) of the 12-h light/12-h dark growth regimen as described in Materials and Methods (*, *P* value of ≤0.05; **, *P* value of ≤0.01).

Furthermore, no noticeable differences were observed for the cell envelope, except for a small but significant difference in the peptidoglycan thickness (mutant, 6.48 ± 1.7 nm; wild type, 7.53 ± 1.6 nm) (Fig. 10).

**FIG 10:**
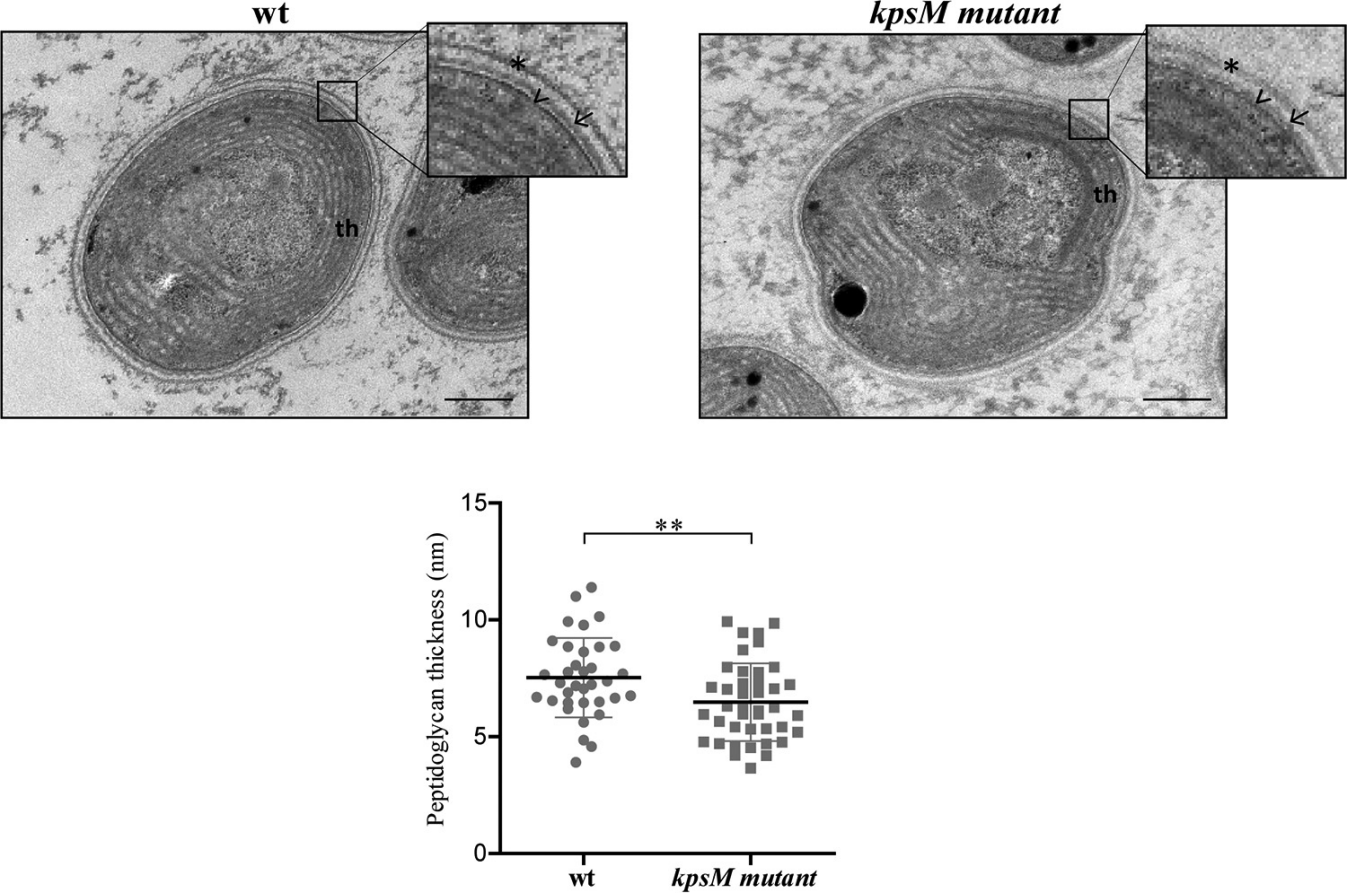
Ultrastructure of *Synechocystis* sp. PCC 6803 wild-type (wt) and *kpsM* mutant cells. The inset panels show details of the cell walls. Asterisk, S layer; arrow, outer membrane; arrowhead, peptidoglycan; th, thylakoids. Bars, 100 nm. The measurements of peptidoglycan thickness are presented below the micrographs (**, *P* value of ≤0.01).

## DISCUSSION

The thorough characterization of the *Synechocystis slr0977* (*kpsM*) knockout mutant performed here shows that the absence of the putative transport permease has a pleiotropic effect on a variety of cellular processes. Although a *Synechocystis slr0977* mutant was generated previously by Fisher et al. (3), we chose to generate a mutant using the Kazusa substrain (32) to allow direct comparison with several EPS-related mutants previously generated in our laboratory (26). In agreement with the results obtained by Fisher et al. (3), no significant growth differences were observed between the *kpsM* mutant and the wild type, and the presence of a flocculent phenotype was also noticed, suggesting a light-sensitive phenotype. In addition to the previously reported differences in the EPS monosaccharidic composition (3), our results clearly show that the absence of KpsM leads to an overall reduction of EPS production, with the mutant having a significant reduction of RPS (50% after 21 days of culture) and a less pronounced decrease of CPS (about 20%). Complementation of the mutant with native *kpsM* (*kpsM* mutant::p351slr0977) restored EPS production to levels that even surpassed the ones of the wild type (see Fig. S2 in the supplemental material), with this most likely being due to the use of a medium-strength promoter, psbA2* (33) instead of the native one. Interestingly, another *Synechocystis* mutant generated in our laboratory in another putative *kpsM* homologue (*slr2107*) shows no differences regarding EPS production compared to the wild type (26), suggesting that, at least under the conditions tested, Slr2107 does not play a major role in EPS production. Interestingly, the EPS produced by the triple mutant (*slr0977* [*kpsM*] *sll0574* [*kpsM*] *sll0575* [*kpsT*]) generated by Fisher et al. has a composition similar to that of the wild type, leading the authors to hypothesize the use of different transport components or an alternative route (3). Previous works in *Synechocystis* demonstrated that the putative Wzy-dependent components Wza, Wzb, and Wzc are also involved in EPS production (25, 26). The deletion of *wza* results in a substantial decrease in CPS, with no effect on RPS production, while the deletion of *wzb* results in a decrease in RPS only, and the deletion of *wzc* decreases the amounts of both RPS and CPS produced. However, different *Synechocystis* substrains and culture conditions were used in the two studies, not allowing a direct comparison of the results. Since the *Synechocystis* substrain and the experimental design used here were the same as the ones used previously by Pereira et al. (26), we can infer that deletion of *kpsM* results in one of the most significant reductions of the amount of RPS reported to date.

In other bacteria, in the Wzy-dependent pathway, Wzc undergoes a phosphorylation/dephosphorylation cycle that affects its oligomerization state and is dependent on the phosphatase activity of Wzb (34). Recently, Pereira et al. (26) also showed that in *Synechocystis*, and at least *in vitro*, Wzc is a substrate of Wzb, suggesting a possible regulatory role for the low-molecular-weight phosphatase Wzb. In agreement, the transcriptomic data obtained here show the upregulation of *wza* and *wzc* and the downregulation of *wzb* in the *Synechocystis kpsM* mutant, although no significant differences were observed regarding the abundances of the corresponding proteins. These results reinforce the indirect role of *wzb* in cyanobacteria as in other bacteria. The transcriptional response of these putative Wzy-dependent components raises the hypothesis that the mutant attempts to balance the absence of *kpsM* either by using a distinct export route or even by using other components, as the two canonical bacterial pathways might not function as separate entities in *Synechocystis*/cyanobacteria.

Our results also showed that in the *kpsM* mutant, the decrease of EPS goes together with the intracellular accumulation of carbon in the form of the storage compound polyhydroxybutyrate (PHB). Supporting this result, the phasin PhaP, a protein that is known to accumulate on the surface of PHB granules (35), was found in a higher abundance in the mutant than in the wild type. Previous work suggested that the accumulation of PHB is a direct result of glycogen turnover during nitrogen depletion in *Synechocystis* (36–38). It is important to highlight that the culture conditions used throughout this study are always those of nitrogen sufficiency and that the *kpsM* mutant does not show a statistically significant decrease in glycogen accumulation compared to the wild type; therefore, it is not possible to make the same inference from our work. Interestingly, the level of EPS produced by the *Synechocystis* wild-type strain (∼6 μg μg^−1^ chlorophyll *a*) is approximately 6-fold higher than that of the most commonly abundant intracellular carbon storage compound, glycogen (∼1 μg μg^−1^ chlorophyll *a*) (Fig. 2B and C and Fig. 3A). This oftentimes-overlooked fact suggests that EPS can act as an effective carbon sink in cyanobacteria. Lau et al. (39) previously reported that the main driving force for the synthesis of PHB in *Synechocystis* is the total flux of carbon. In agreement, the *kpsM* mutant shows differences in sugar metabolism/catabolism pathways compared to the wild type, including the upregulation of *sigE* and the lower abundance of the anti-sigma factor E enzyme ChlH. SigE was previously described as a positive transcriptional regulator of sugar catabolic pathways in *Synechocystis* (36, 40–42), with its activity being inhibited by ChlH (29). The results of RNA sequencing and iTRAQ analyses also showed that players involved in sugar catabolic pathways, including glycolysis and the oxidative pentose phosphate pathway (OxPPP), are present in higher abundances in the mutant (Tables 1 and 2). Among these is the upregulated phosphoglycerate mutase Pgm (Slr1945), operating at the beginning of lower glycolysis. Recently, this protein was proposed to play a key role in the regulation of cyanobacterial carbon storage metabolism (43). It was suggested that the higher carbon flux through lower glycolysis results in higher pyruvate levels, thereby increasing the amount of PHB (43). Similarly, Lau et al. (39) had suggested that an increment of sugar catabolism pathways likely results in a higher abundance of cellular metabolites that can be used as precursors for the synthesis of PHB. Moreover, other players involved in sugar catabolism uncovered by our transcriptomic and proteomic analyses comprise the OxPPP key component *zwf*, the transketolase TktA, and a second protein involved in lower glycolysis, the enolase Eno. These results are in agreement with those described previously by Tokumaru et al. (42), who reported the upregulation of players involved in sugar catabolism in a *Synechocystis* SigE overexpression mutant.

The high numbers of changes observed in the transcriptome and proteome of the *kpsM* mutant related to central energy and carbon metabolism seem to be correlated with a higher respiratory (O_2_ consumption) rate. However, the growth rates are similar between the mutant and the wild type, suggesting that the differences observed do not affect growth under standard laboratory conditions and thus suggesting that these physiological adjustments do not impact biomass formation.

The smaller amount of carotenoids present in the extracellular medium of the *kpsM* mutant and the lower levels of the β-carotene ketolase CrtO (Slr0088) and the carotenoid phi-ring synthase Sll0254 point toward an impairment in the carotenoid biosynthetic pathways. These results, together with the smaller amount of RPS, may explain the observed light-dependent clumping phenotype observed for the mutant. This mechanism provides self-shading for the cells, which may attenuate the absence of protection conferred by the carotenoids and extracellular polysaccharides (1, 44, 45). Furthermore, Slr1963 (encoding the orange carotenoid binding protein [OCP]) is more abundant in the mutant, suggesting a photoprotective mechanism in the *kpsM* mutant since it was previously described that OCP is an essential player in the stress response to high-light conditions by interacting with the phycobilisome by increasing energy dissipation in the form of heat, thereby decreasing the amount of energy arriving at the reaction centers and preventing an excess of reactive oxygen species (ROS) (46–48). Moreover, in other bacteria, biosynthesis and accumulation of PHB can be used as a mechanism to maintain the redox equilibrium in the cell by allowing the elimination of excess acetyl-CoA and reducing equivalents (49). Thus, the accumulation of PHB in the *kpsM* mutant could be another strategy to relieve oxidative stress, in parallel with the increase in the level of OCP and the clumping observed at low cell densities.

In line with results obtained by Fisher et al. (3), no differences were observed between the LPS profiles of the mutant and the wild type, supporting that disruption of *kpsM* does not alter the structure of the O-antigen (OAg) and thus solidifying the role of KpsM as an extracellular polysaccharide transporter. On the other hand, the higher accumulation of proteins in the extracellular medium of the mutant indicates that in the absence of KpsM, the protein secretion capacity is affected. Moreover, the glycosylation pattern of the pilus component PilA present in the exoproteome is altered. Gonçalves et al. (50) reported differential pilin glycosylation in the PilA1 component of knockout mutants lacking proteins associated with the TolC-dependent secretion mechanisms. Gonçalves et al. (50) suggest that the deleted proteins could be involved in the processing and/or secretion of different extracellular proteins, thus affecting PilA1. In the case of the *kpsM* mutant, differences in the PilA glycosylation profile may be related to the role of KpsM in polysaccharide transport. Relevantly, differences in the transcripts levels of *pil* components and the *mur* genes and the higher abundance of the S-layer protein Sll1951 did not result in noticeable alterations of the cell envelope of the mutant compared to the wild type, except for a minor difference in peptidoglycan thickness. In agreement, previous work reported that a high rate of turnover of peptidoglycan components occurred when cells were light sensitive and, thus, more susceptible to photodamage (51, 52).

Overall, our transcriptomic and proteomic data indicate alterations in the mechanisms of energy production and conversion in the *kpsM* mutant compared to the wild type. Both approaches resulted in the identification of altered levels of transcripts and proteins belonging to the same functional categories, highlighting a number of key metabolic processes affected by the disruption of *kpsM*, namely, photosynthesis, oxidative phosphorylation, and carbon metabolism. In conclusion, we provide evidence of (i) the involvement of *Synechocystis* KpsM (Slr0977) in EPS export; (ii) the broad transcriptomic, proteomic, and, ultimately, physiological adaptation of *Synechocystis* cells to the absence of KpsM; and (iii) how a mutant impaired in the export of polysaccharides can redirect carbon flux toward the production of other carbon-based compounds, in particular PHB. Furthermore, in addition to the biological roles already described for cyanobacterial extracellular polysaccharides, the present work emphasizes the importance of cyanobacterial EPS as a carbon sink and shows how cells metabolically adapt when their secretion is impaired. Due to its fitness and accumulation of PHB, the *kpsM* mutant can also be used as a platform/chassis for the production of carbon-based compounds or other compounds of interest.

## MATERIALS AND METHODS

### Bacterial strains and culture conditions.

The cyanobacterium *Synechocystis* sp. PCC 6803 substrain Kazusa (Pasteur Culture Collection) used in this work is nonmotile and glucose tolerant (32, 53). *Synechocystis* wild-type and mutant strains (see Table S3 in the supplemental material) (58) were cultured in BG11 medium (54) at 30°C under a 12-h light (50 μmol photons m^−1^ s^−2^)/12-h dark regime with orbital agitation (150 rpm). For solid medium, BG11 medium was supplemented with 1.5% Noble agar (Difco), 0.3% sodium thiosulfate, and 10 mM TES [*N*-tris(hydroxymethyl)methyl-2-aminoethanesulfonic acid]-potassium hydroxide (KOH) buffer (pH 8.2). For the selection and maintenance of mutants, BG11 medium was supplemented with kanamycin (Km) (up to 700 μg ml^−1^), streptomycin (Sm) (up to 25 μg ml^−1^), and/or chloramphenicol (Cm) (up to 25 μg ml^−1^). The E. coli strains used were cultured at 37°C in LB medium supplemented with ampicillin (100 μg ml^−1^), Km (25 μg ml^−1^), and/or Cm (25 μg ml^−1^).

### Cyanobacterial DNA extraction and recovery.

Cyanobacterial genomic DNA was extracted using the Maxwell 16 system (Promega). For use in Southern blot analysis, the phenol-chloroform method described previously (55) was preferred. Agarose gel electrophoresis was performed according to standard protocols (56), and the DNA fragments were isolated from gels, enzymatic assay mixtures, or PCR mixtures using the NZYGelpure purification kit (NZYTech).

### Plasmid construction for *Synechocystis* transformation.

The *Synechocystis* chromosomal regions flanking *kpsM* (*slr0977*) were amplified by PCR using specific oligonucleotides (Table S4). An overlapping region containing an XmaI restriction site was included in primers 5I and 3I for cloning purposes. For each gene, the purified PCR fragments were fused by “overlap PCR.” The resulting products were purified and cloned into the vector pGEM-T Easy (Promega), creating plasmid pGDslr0977. A selection cassette containing the *nptII* gene (conferring resistance to neomycin and kanamycin) was amplified from pKm.1 using the primer pair Km.KmScFwd/KmRev (57) (Table S4) and digested with XmaI (Thermo Scientific). Subsequently, the purified selection cassette was cloned into the XmaI restriction site of the plasmids using the T4 DNA ligase (Thermo Scientific) to form pGDslr0977.Km.

The cassette containing the *aadA* gene (conferring resistance to streptomycin and spectinomycin) was obtained by digesting the plasmid pSEVA481 (57) with PshAI and SwaI, and the cassette was cloned in the XmaI/SmaI site of pGDslr0977 to form plasmid pGDslr0977.Sm.

For mutant complementation, the shuttle vector pSEVA351 (57) was used. A fragment covering the whole *kpsM* gene was amplified using primer pair slr0977Fwd_comp/sll0977Rev_comp (Table S2), purified from the gel, and digested with XbaI and PstI. The P_psbA2*_ promoter (33) and the synthetic ribosome binding site (RBS) BBa_B0030 were purified from the gel after digestion of plasmid pSBA2P_psbA2*_::B0030 with EcoRI and SpeI. The purified products were simultaneously cloned into pSEVA351 previously digested with EcoRI and PstI, creating plasmid pS351P_psbA2*_::B0030.*slr0977*. All constructs were verified by sequencing (StabVida) before transformation into *Synechocystis*.

### Generation of the *Synechocystis* sp. PCC 6803 mutants.

*Synechocystis* was transformed with integrative plasmids using a procedure described previously (59). Briefly, *Synechocystis* cultures were grown until the optical density at 730 nm (OD_730_) reached ∼0.5, and cells were harvested by centrifugation and suspended in a 1/10 volume of BG11 medium. Five hundred microliters of cells was incubated with 10 μg ml^−1^ plasmid DNA for 5 h before spreading them onto Immobilon-NC membranes (0.45-μm pore size; Millipore) resting on solid BG11 plates; plates were kept at 30°C under continuous light for 24 h. Membranes were transferred to selective plates containing 10 μg ml^−1^ of kanamycin. Transformants were observed after 1 to 2 weeks. For complete segregation, colonies were grown with increasing antibiotic concentrations. Nonintegrative plasmids were transferred to *Synechocystis* by electroporation, as described previously (33). Briefly, cells were washed with 1 mM HEPES buffer (pH 7.5). Afterwards, cells were resuspended in 1 ml HEPES, and 60 μl was mixed with 1 μg of DNA and electroporated with a Bio-Rad Gene Pulser instrument at a capacitance of 25 μF. The resistor used was 400 Ω for a time constant of 9 ms with an electric field of 12 kV cm^−1^. Immediately after the electric pulse, the cells were suspended in 1 ml BG11 medium and spread onto the Immobilon-NC membranes as described above. After 24 h, the membranes were transferred to selective plates containing 2.5 μg ml^−1^ of chloramphenicol before being grown with increasing antibiotic concentrations.

### Southern blotting.

Southern blot analyses were performed using genomic DNAs of the wild type and *kpsM* mutant clones digested with SpeI. DNA fragments were separated by electrophoresis on a 1% agarose gel and blotted onto an Amersham Hybond-N membrane (GE Healthcare). Probes were amplified by PCR and labeled using the primers indicated in Table S2 with the digoxigenin (DIG) DNA labeling kit (Roche Diagnostics GmbH) according to the manufacturer’s instructions. Hybridization was done overnight at 56°C, and digoxigenin-labeled probes were detected by chemiluminescence using CPD-star (Roche Diagnostics GmbH) in a Chemi Doc XRS^+^ imager (Bio-Rad).

### Growth assessment.

Growth measurements were performed by monitoring the OD at 730 nm (60) using a Shimadzu UVmini-1240 instrument (Shimadzu Corporation) and determining the chlorophyll *a* content as described previously (61). All experiments were performed with three technical and three biological triplicates. Data were statistically analyzed as described below.

### Determination of total carbohydrate content, RPS, and CPS.

Total carbohydrate and RPS contents were determined as described previously (62). For CPS quantification, the procedure was performed as described previously (26). Briefly, 5 ml of dialyzed cultures was centrifuged at 3,857 × *g* for 15 min at room temperature, suspended in water, and boiled for 15 min at 100°C to detach the CPS from the cells’ surface. After new centrifugation as described above, CPS were quantified from the supernatants using the phenol-sulfuric acid method (63). Total carbohydrate, RPS, and CPS were expressed as milligrams per liter of culture or normalized by the chlorophyll *a* content. All experiments were performed with three technical and three biological triplicates. Data were statistically analyzed as described below.

### Glycogen quantification.

Cells were collected at an OD_730_ of 1.5 and washed twice with BG11 medium. Glycogen was extracted as described previously (64, 65). Briefly, the pellet was suspended in ∼100 μl of double-distilled water (ddH_2_O), and 400 μl of 30% KOH was added. The mixture was incubated at 100°C for 90 min and then quickly cooled on ice. Six hundred microliters of ice-cold absolute ethanol was added, and the mixture was incubated on ice for 2 h and centrifuged for 5 min at maximum speed at 4°C. The supernatant was discarded, and the isolated glycogen isolated in the pellet was stored. Pellets were washed twice with 500 μl of ice-cold ethanol and dried at 60°C. Glycogen quantification was performed using the phenol-sulfuric acid assay (63).

### PHB quantification.

The PHB content was determined as described previously (37). Roughly 100 ml of cells was harvested and centrifuged at 4,000 × *g* for 10 min at 25°C. The resulting pellet was dried overnight at 80°C. About 30 mg of dried cells was boiled with 1 ml of H_2_SO_4_ at 100°C for 1 h to convert PHB to crotonic acid. After cooling, 100 μl was diluted with 900 μl of 0.014 M H_2_SO_4_, and the samples were centrifuged to remove cell debris for 10 min at 10,000 × *g*. Five hundred microliters of the supernatant was transferred to 500 μl of 0.014 M H_2_SO_4_. After an additional centrifugation step (the same conditions as the ones described above), the supernatant was used for high-performance liquid chromatography (HPLC) analysis. Commercially available crotonic acid was used as a standard with a conversion ratio of 0.893 (37). For the HPLC analysis, an ACE-C_18_ column (150- by 4.6-mm internal diameter [ID] with a particle size of 5 μm) (Advanced Chromatography Technologies Ltd.) was used. The HPLC system was equipped with a Shimadzu LC-20AD pump, a Shimadzu DGV-20A5 degasser, a Rheodyne 7725i injector fitted with a 100-μl loop, and an SPD-M20A diode array detection (DAD) detector. Data acquisition was performed using Shimadzu LCMS Lab Solutions software, version 3.50 SP2. The mobile phase composition was 20 mM phosphate buffer (NaH_2_PO_4_) (pH 2.5) and acetonitrile (95:5, vol/vol). All HPLC-grade solvents were purchased from Merck Life Science SLU. The flow rate was 0.85 ml min^−1^, and the UV detection wavelength was 210 nm. Analyses were performed at 30°C in an isocratic mode. Crotonic acid was purchased from Merck Life Science SLU, and serial dilutions were prepared in 0.014 M H_2_SO_4_ (0.1, 0.5, 1, 5, 10, 50, and 100 μM) to obtain the standard curve (retention time = 11.4 min; *y* = 123,225*x* + 152,755; *R*^2^ = 0.999). All samples were injected in duplicate.

### Outer membrane isolation and lipopolysaccharide staining.

Outer membranes were isolated as described previously by Simkovsky et al. (66). The pellet was suspended in 100 μl of 10 mM Tris-HCl (pH 8.0). Protease-digested samples were separated by electrophoresis on 12% SDS-PAGE gels (Bio-Rad), and lipopolysaccharide (LPS) was stained using a Pro-Q Emerald 300 lipopolysaccharide gel stain kit (Molecular Probes), according to the manufacturer’s instructions.

### Analysis of extracellular medium.

The medium from the *Synechocystis* wild-type and *kpsM* mutant cultures was isolated according to methods described previously by Oliveira et al. (67). Briefly, 100 ml of cultures was collected at an OD_730_ of ∼1.5 by centrifugation (4,000 × *g*). The supernatant was filtered through a 0.2-μm-pore-size filter and further concentrated by centrifugation with Amicon Ultra-15 centrifugal filter units (Merck Millipore) with a nominal molecular weight limit of 3 kDa. Concentrated exoproteome samples were then saved at −20°C until further analysis. Analysis of the exoproteomes was performed using concentrated medium samples. Exoproteome samples were separated by electrophoresis on 4-to-15% gradient SDS-polyacrylamide gels (Bio-Rad) and visualized with either Roti-Blue (Roth) or a glycoprotein staining kit (Pierce). Samples were normalized to the culture cell density (OD_730_), volume of cell-free culture medium concentrated, and concentration factor. Stained bands or gel regions observed consistently across at least three biological replicates were further excised and processed for mass spectrometry analysis as described previously (68, 69). Samples were reduced, alkylated, and further trypsin digested for obtaining the mass spectra by using a liquid chromatography-mass spectrometry (LC-MS) Orbitrap instrument. Protein identification was performed using the UniProt protein sequence database for the taxonomic selection *Synechocystis* (2017_01 release). Quantification of protein abundance was performed using the LFQ (label-free quantification) approach. For pigment analysis, absorption spectra in the visible light range (between 350 and 750 nm) were collected from concentrated exoproteome samples diluted 1:100 on a Shimadzu UV-2401 PC spectrophotometer (Shimadzu Corporation). For LPS detection, concentrated medium samples were separated by gel electrophoresis on 4 to 15% SDS-polyacrylamide gels (Bio-Rad), which were stained as mentioned above.

### Total protein and outer membrane protein profile analyses and iTRAQ experiments.

For total protein isolation, cells were harvested by centrifugation at 3,857 × *g* for 10 min at room temperature and washed in phosphate buffer (50 mM K_2_HPO_4_, 50 mM KH_2_PO_4_ [pH 6.9]). Cells were suspended in protein extraction buffer (50 mM Tris-HCl, 1 mM EDTA, 0.5% Triton X-100, 10% glycerol, 2 mM dithiothreitol [DTT], and 1 tablet of cOmplete EDTA-free protease inhibitor cocktail [Roche] per 10 ml of buffer), and proteins were extracted by mechanical cell disruption using a FastPrepR-24 cell disruptor, with an output of 6.5 m/s and 5 cycles of 30 s (MP Biomedicals), using glass beads (425 to 600 μm; Sigma-Aldrich), followed by centrifugation at 16,100 × *g* for 15 min at 4°C. Outer membranes were isolated as described above (see “Outer membrane isolation and lipopolysaccharide staining”). Protein preparations were stored at −80°C until further use. The protein concentration was determined using the bicinchoninic acid (BCA) protein assay kit (Pierce Biotechnology) and the iMark microplate absorbance reader (Bio-Rad) according to the manufacturers’ instructions. Samples were separated by electrophoresis as described above (see “Analysis of extracellular medium”). The proteomes of *Synechocystis* wild-type and *kpsM* mutant strains were analyzed by 8-plex isobaric tags for relative and absolute quantification (iTRAQ), using three biological replicates. A detailed description of the procedure can be found in Text S1 in the supplemental material. Descriptions of the proteins identified and their distributions into functional categories were based on data from the CyanoBase (http://genome.microbedb.jp/cyanobase) (70), UniProt (http://www.uniprot.org/), and KEGG (Kyoto Encyclopedia of Genes and Genomes) (http://www.genome.jp/kegg/) databases and complemented with the information available in the literature.

10.1128/mSphere.00003-21.1 TEXT S1 Experimental procedures. Detailed descriptions of the RNA sequencing and iTRAQ experiments are provided. Download Text S1, DOCX file, 0.03 MB. Copyright © 2021 Santos et al. 2021 Santos et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### RNA extraction and RNA sequencing.

For RNA extraction, the TRIzol reagent (Ambion) was used in combination with the PureLink RNA minikit (Ambion). Briefly, cells were disrupted in TRIzol containing 0.2 g of 0.2-mm-diameter glass beads (acid washed; Sigma) using a FastPrepH-24 instrument (MP Biomedicals), and the following extraction steps were performed according to the manufacturer’s instructions. DNase treatment was performed according to the on-column PureLink DNase treatment protocol (Life Technologies/Invitrogen). RNA was quantified on a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Inc.), and the quality and integrity were checked using the Experion RNA StdSens analysis kit (Bio-Rad).

The transcriptomes of the *Synechocystis* wild-type and *kpsM* mutant strains were analyzed by RNA sequencing (RNA-seq), using three biological replicates. RNA-seq data were generated by Novogene. A total amount of 3 to 5 μg RNA per sample was used as the input material for the RNA sample preparations. A detailed description of the procedure can be found in Text S1. The distribution of the identified proteins into functional categories was performed as described above.

### O_2_ evolution measurements (photosynthetic activity and respiration).

O_2_ evolution was measured using a Clark-type O_2_ electrode (Oxygraph; Hansatech Ltd.). Calibration was performed using sodium bisulfite and air-saturated water at 30°C. Assays were carried out using 1 ml of culture (previously centrifuged at 3,500 × *g* for 90 s to remove the medium/extracellular polysaccharides and resuspended in BG11 medium), at 30°C and 100 rpm. The O_2_ net evolution of cells collected in the middle of the light period of the 12-h light/12-h dark growth regimen was assessed under standard growth irradiance of 50 μE m^−2^ s^−1^. Respiration was also assessed but in samples collected in the middle of the dark period.

### Transmission electron microscopy.

Cells were fixed directly in culture medium with final concentrations of 2.5% glutaraldehyde and 2% paraformaldehyde in 0.05 M sodium cacodylate buffer (pH 7.2) (overnight), washed three times in double-strength buffer followed by postfixation with 2% osmium tetroxide in 0.1 M sodium cacodylate buffer (pH 7.2) (overnight), and washed again in the same buffer. The samples were further processed as described previously (71), except that samples were embedded in EMBed-812 resin (Electron Microscopy Sciences) and sections were examined using a JEM-1400Plus instrument (JEOL Ltd., Inc.). For peptidoglycan thickness measurements, 35 and 41 transmission electron microscopy (TEM) micrographs of the wild type and the *kpsM* mutant were used, respectively. Peptidoglycan thickness was measured in four points of the cell whenever possible.

### Statistical analysis.

Data were statistically analyzed with GraphPad Prism v5 (GraphPad Software) using analysis of variance (ANOVA), followed by Tukey’s multiple-comparison test, or using the *t* test.

### Data availability.

New RNAseq data provided in this paper have been deposited in the Gene Expression Omnibus (GEO) under accession no. GSE165073.

# Supplementary material for: Absence of KpsM (Slr0977) Impairs the Secretion of Extracellular Polymeric Substances (EPS) and Impacts Carbon Fluxes in Synechocystis sp. PCC 6803
**Source:** mSphere. 2021 Jan 27;6(1):e00003-21. doi: 10.1128/mSphere.00003-21
**Supplement:** TABLE S1

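Table S1 groups the genes called in the RNA-seq comparison by functional category and gives for each a fold change as the ratio of mutant to wild type, where a negative number is the inverse ratio of a gene that was lower in the mutant. The copy used here holds 654 of the 703 genes that the paper counts, with 269 listed as higher and 385 as lower, so no test was run on it. In this copy, which lacks 28 of the higher and 21 of the lower genes, the listed fold changes run from 1.3 to 4.3 upward and from −1.3 to −5.2 downward. The authors' deposited table, which holds all 703, gives a largest increase of 5.33-fold and a largest decrease of 5.26-fold at an adjusted p below 0.05. Among the features called here by edgeR from the counts, the smallest change in either direction was 1.28-fold, the largest increase 5.42-fold and the largest decrease 5.23-fold.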

**Table S1.** Distribution by functional categories of the genes quantified in the RNAseq analysis with significant fold changes in mRNA transcript levels in *Synechocystis* *kpsM* mutant vs. wild type.

# Supplementary material for: Absence of KpsM (Slr0977) Impairs the Secretion of Extracellular Polymeric Substances (EPS) and Impacts Carbon Fluxes in Synechocystis sp. PCC 6803
**Source:** mSphere. 2021 Jan 27;6(1):e00003-21. doi: 10.1128/mSphere.00003-21
**Supplement:** TABLE S2

**Table S2.** Distribution by functional categories of the proteins quantified in the iTRAQ analysis with significant fold changes in *Synechocystis kpsM* mutant vs. wild type.

# Supplementary material for: Absence of KpsM (Slr0977) Impairs the Secretion of Extracellular Polymeric Substances (EPS) and Impacts Carbon Fluxes in Synechocystis sp. PCC 6803
**Source:** mSphere. 2021 Jan 27;6(1):e00003-21. doi: 10.1128/mSphere.00003-21
**Supplement:** TABLE S3

**Table S3.** List of organisms and plasmids used/generated in this work.

| **Organism name/Genotype** | **Description** | **Source** |
| --- | --- | --- |
| *Escherichia coli* DH5α | Transformation/cloning strain. | Invitrogen |
| *Escherichia coli* XL1-Blue | Transformation/cloning strain. | Agilent |
| *Synechocystis* sp. PCC 6803 | Wild type strain. | PCC |
| *kpsM* mutant | *Synechocystis* mutant with *slr0977* replaced by a Km resistance cassette. | This work |
| *kpsM* mutant pS351slr0977 | *Synechocystis kpsM* mutant complemented with the replicative plasmid pS351slr0977. | This work |
| **Plasmid** | **Description** | **Source** |
| pGEM^®^-T easy | T/A cloning vector. | Promega |
| pSEVA351 | Replicative shuttle vector for *Synechocystis* transformation. | SEVA-DB [58] |
| pSEVA481 | Source of the Sm/Sp resistance cassette. | SEVA-DB |
| pKm.1 | pGEM-T easy with the Km resistance cassette. | [57] |
| pGDslr0977 | pGEM-T easy with *slr0977* and its flanking sequences, where the *slr0977* coding sequence was replaced by a *Xma*I site. | This work |
| pGDslr0977.Km | pGDslr0977 with a Km resistance cassette inserted into the *Xma*I site. | This work |
| pGDslr0977.Sm | pGDslr0977 with a Sm/Sp resistance cassette inserted into the *Sma*I site. | This work |
| pSBA2 | Source of the promoter of *psbA2** (P*_psbA2*_*) and the synthetic RBS BBa_B0030. | Registry of Standard Biological Parts (http://parts.igem.org). |
| pS351slr0977 | pSEVA351 with *slr0977* downstream the synthetic RBS BBa_B0030, under the control of P*_psbA2*_*. | This work |

# Supplementary material for: Absence of KpsM (Slr0977) Impairs the Secretion of Extracellular Polymeric Substances (EPS) and Impacts Carbon Fluxes in Synechocystis sp. PCC 6803
**Source:** mSphere. 2021 Jan 27;6(1):e00003-21. doi: 10.1128/mSphere.00003-21
**Supplement:** TABLE S4

**Table S4.** Oligonucleotides used in this work.

| **Name** | **Sequence (5’-3’)** | **Purpose** | **Reference** |
| --- | --- | --- | --- |
| slr0977.5O | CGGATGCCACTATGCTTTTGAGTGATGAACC | Amplification of flanking region;  5I and 3I: overlap PCR | This work |
| slr0977.5I | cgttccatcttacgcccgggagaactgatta  ttgaagcaggacgcacgg* |  |  |
| slr0977.3I | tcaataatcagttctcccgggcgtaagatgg  aacgcaccttcgctgatgt* |  |  |
| slr0977.3O | GGATGGGGTCAGCCAGAAAATCTAACCAC |  |  |
| Slr0977Fwd_comp | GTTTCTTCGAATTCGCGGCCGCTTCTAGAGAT  GAAAACTTCCCCCCCAGA | Amplification of *kpsM* |  |
| Slr0977Rev_comp | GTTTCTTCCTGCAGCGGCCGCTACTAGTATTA  AATCACATCAGCGAAGGTGC |  |  |
| slr0978F_SB | CGTTGAGTGGAACCGTCGAAA | Southern Blot probe amplification |  |
| slr0980R_SB | CGGACTTCCTCCACTAAATTCTC |  |  |
| slr0977.5O.2 | CTTGGCATCCACCAGGGTCA | *kpsM* segregation confirmation |  |
| slr0977R | GTACCGCAATGTCCCGCCAA |  |  |
| KmRFwd | CCAGTCATAGCCGAATAGCCTC |  |  |
| KmRRev | gcatcgccttctatcgcctt |  |  |
| Km.KmScFwd | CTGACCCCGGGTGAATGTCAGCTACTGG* | Amplification of the Km resistance cassette | [57] |
| KmRev | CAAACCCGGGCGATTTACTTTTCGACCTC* |  |  |

*Underlined base pairs correspond to restriction sites.

# Supplementary material for: Absence of KpsM (Slr0977) Impairs the Secretion of Extracellular Polymeric Substances (EPS) and Impacts Carbon Fluxes in Synechocystis sp. PCC 6803
**Source:** mSphere. 2021 Jan 27;6(1):e00003-21. doi: 10.1128/mSphere.00003-21
**Supplement:** TEXT S1

**Supporting Information**

**Supporting Experimental Procedures**

***Detailed description of the RNA Sequencing experiment***

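The spread between these replicates can be read from the counts. Pearson's r of log2 CPM over the tested features, which are not independent of each other, was 0.971 to 0.991 for pairs of libraries of the same strain and 0.955 to 0.966 for pairs of different strains. No pair differed by as little as the sampling noise, since the chi-square per degree of freedom, which is near 1 for repeats of one library, was at least 5.00. The replicates were not equally close. Mutant replicates 1 and 2 varied by 5.65%, all 3 wild-type libraries by 13.8% and all 3 mutant libraries by 19.3%. The first value is of a single pair, and no wild-type pair was measured in this way. By Pearson's r the closest wild-type pair, replicates 1 and 3, was nearly as close as mutant replicates 1 and 2 (0.9899 against 0.9905). The first principal component, which held 53.2% of the variance, separated the strains, and mutant replicate 3 stood apart from the other libraries on the second, which held 23.0%.

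**Figure D4:**
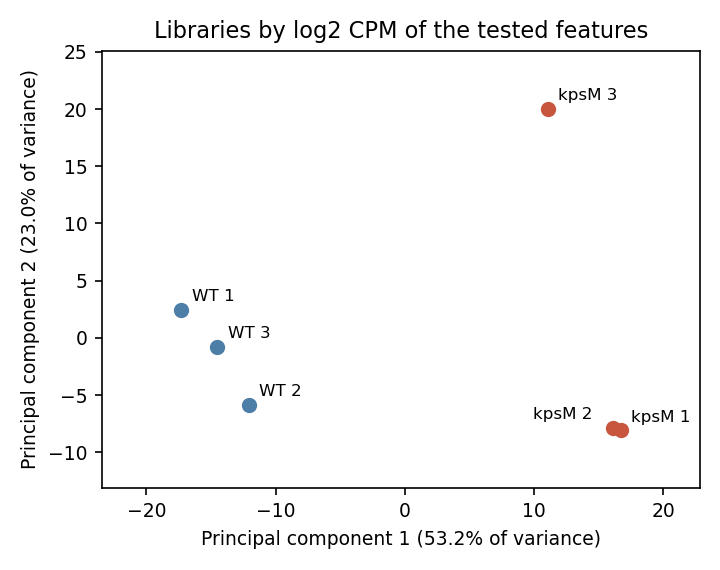
The 6 libraries on the first and second principal components of log2 CPM over the tested features. Wild-type libraries (WT) lie at −12.1 and below on the horizontal axis and mutant libraries (kpsM) at 11.1 and above, and mutant replicate 3 lies at 20.0 on the vertical axis.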

The trancriptomes of *Synechocystis* wild type and *kpsM* mutant were analyzed by RNA sequencing, using three biological replicates. Cultures were grown in the conditions described at the Experimental procedures section until reaching an OD_730nm_ of 1.5. At that point, 100 ml of each culture was centrifuged at 3850 g for 5 min at room temperature, and cells were washed with sterile BG11 and pre-treated with RNAprotect Bacteria Reagent® (Qiagen) before saved at -80 ºC. After RNA extraction, a total amount of 1 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® Ultra TM RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. 

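The libraries were dominated by a few transcripts. The feature SGL_RS18440, of 399 nt, took 51.1%, 55.4% and 50.7% of the counts in wild-type replicates 1, 2 and 3 and 56.2%, 57.6% and 49.0% in mutant replicates 1, 2 and 3. Its share was 52.4% ± 2.59 (SD, n = 3) in the wild type and 54.2% ± 4.62 (SD, n = 3) in the mutant, and the shares of the strains overlapped. SGL_RS18395, of 433 nt, took a further 3.82% to 5.09%, and the 10 most counted features together 64.5% to 72.2%. Both were singled out after their counts were seen.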

Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150~200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 µl USER Enzyme (NEB, USA) was used with size-selected, adaptorligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated. Raw data (raw reads) of FASTQ format were firstly processed through in-house scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter and poly-N sequences and reads with low quality from raw data. At the same time, Q20, Q30 and GC content of the clean data were calculated. All the downstream analyses were based on the clean data with high quality. Reference genome and gene model annotation files were downloaded from genome website browser (NCBI/UCSC/Ensembl) directly. Paired-end clean reads were mapped to the reference genome using HISAT2 software. HISAT2 uses a large set of small GFM indexes that collectively cover the whole genome. These small indexes (called local indexes), combined with several alignment strategies, enable rapid and accurate alignment of sequencing reads. 

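The count data list 3732 features, of which 99 had no read in any of the 6 libraries. Between 3579 and 3611 features were detected with at least 1 read in a single library, and 3529 were detected in all 6. Features with under 10 reads numbered 277 in mutant replicate 3, the deepest library, and 338 to 399 in the others.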

HTSeq was used to count the read numbers mapped of each gene, including known and novel genes. 

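The deposited values per length and library size, which the files call FPKM, were checked against the counts. For all 3633 features with a read, dividing the count by the FPKM value and by the sum of all counts of the library returned a whole-number length (within 0.01 nt) that was the same in every library. The median of these lengths is 777 nt. Of them, 97.8% are multiples of 3, as coding lengths without untranslated regions are, and the rest are not, among them the 433 nt of SGL_RS18395. The sum in the denominator includes the most counted feature. The TMM factors, which correct each library total for such features, ran from 0.876 to 1.14 and were thus up to 1.31 times apart between libraries that the FPKM scale treats alike.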

And then RPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. RPKM, Reads Per Kilobase of exon model per Million mapped reads, considers the effect of sequencing depth and gene length for the reads count at the same time, and is currently the most commonly used method for estimating gene expression levels. Differential expression analysis between two conditions/groups (three biological replicates per condition) was performed using DESeq2 R package. 

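When DESeq2 was run on the deposited counts with its default settings, 697 features had an adjusted p below 0.05 by its Wald test, 297 higher and 400 lower in the mutant. Of these, 695 are also called in the authors' deposited table. DESeq2 gave no p for 6 features that have reads, which is what it does when 1 library lies far from the others, and the same 6 features have no p in the authors' deposited table. Counts were simulated for 3 libraries against 3 over 3400 features, of which 200 were changed. In them, edgeR recovered 98.5% of the 4-fold changes, 75.8% of the 2-fold changes and 25.0% of the 1.5-fold changes. Many smaller changes were thus missed in the simulation. It had fewer changed features than the 701 called in the data, which makes the adjusted threshold stricter, so these shares need not hold there.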

DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P values were adjusted using the Benjamini and Hochberg’s approach for controlling the False Discovery Rate (FDR). 

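How many features differ depends on where the threshold is set. In edgeR's test, 1192 features had an unadjusted p below 0.05, against 1072 in the authors' deposited table. At an adjusted p below 0.01, edgeR's count was 290, with 132 features higher and 158 lower in the mutant. Requiring a change of at least 1.5-fold beside an adjusted p below 0.05 left 513 features, 227 higher and 286 lower.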

Genes with an adjusted P value < 0.05 found by DESeq2 were assigned as differentially expressed.

***Detailed description of iTRAQ experiment***

The proteomes of Synechocystis wild type and *kpsM* mutant were analyzed by 8-plex isobaric tags for relative and absolute quantification (iTRAQ), using three biological replicates. Cultures were grown in the conditions described at the Experimental procedures section until reaching a OD_730nm_ of 1.5. At that point, 75 ml of each culture was centrifuged at 3850 g for 5 min at room temperature, and cells were washed with K phosphate buffer (50 mM K2HPO4, 50 mM KH2PO4, pH 6.9) before saved at -80 ºC. Cell pellets of WT (3 biological replicates) and *kpsM* mutant (3 biological replicates), were thawed and cells were re-suspended in 400 μL lysis buffer [200 mM triethylammonium bicarbonate (TEAB), 10 mM dithiothreitol (DTT), 1% (w/v) sodium deoxycholate, 0.1% (v/v) NP40 and 5 μL protease inhibitor cocktail set II, pH 8.5] and transferred to 2 mL LoBind microcentrifuge tubes (Eppendorf) containing ∼400 mg of 200 µm Zirconium beads. Cell lysis was performed using a cell disruptor (Genie, VWR, UK) using 10 cycles of 60 s with a one minute cooling step on ice between cycles. Samples were centrifuged at 13,000 g for 10 min at 4°C, and supernatants were transferred to clean microcentrifuge tubes. Remaining pellets were further resuspended in 200 µL of lysis buffer, and a further 5 cycles on the cell disruptor was used as before. Samples were centrifuged and supernatants were combined. The combined supernatants were further clarified by centrifugation at 13,000 g for 10 min at 4°C to ensure that any remaining cell debris was removed from the extracts. The clarified extracts were incubated with 2 µl of benzonase nuclease (Novagene) for 2 min on ice. Protein content in each extract was estimated using the modified Lowry spectrophotometric method as previously described [1]. The concentration of the protein extracts was evaluated by sodium dodecyl sulfate polyacrylamide gel [2] followed by silver staining [3]. Isobaric tags for relative and absolute quantitation (iTRAQ) 8-plex labelling was performed according to the manufacturer’s protocol (8-plex iTRAQ reagent Multiplex kit, ABSciex, USA). Before labelling, samples were reduced, alkylated and digested as follows: 100 µg of proteins from each sample was first reduced with 2.5 µL of 10 mM Tris (2-carboxyethyl) phosphine hydrochloride and incubated at 60 °C for 1 h. Samples were then alkylated using 4.5 μL of 20 mM methyl methanethiosulfonate at room temperature for 30 min. Subsequently, proteins were digested with trypsin (Promega, UK) at a ratio of 1:20 (trypsin:protein) overnight at 37 °C. After digestion, biological replicates from each Synechocystis strain (WT and *kpsM* mutant) were labelled with a specific iTRAQ reagent. Labels 113, 114 and 115 were used to label the WT samples and labels 116, 117 and 118 were used to label the *kpsM* mutant samples. After 2 h incubation at room temperature, iTRAQ-labelled peptides were combined and concentrated using a vacuum concentrator (Eppendorf). iTRAQ-labelled peptides were off-line fractionated using a porous graphitic column (Hypercarb) with the following specifications: 7 μm particle size, 50 mm length, 2.1 mm diameter and 250 Å pore size (Thermo Fisher Scientific, Waltham, MA, USA) coupled with an UHPLC Ultimate 3000 RS (Thermo Fisher Scientific, Dionex, Hemel Hempstead, UK) at a flow rate of 0.2 mL min^−1^. iTRAQ-labelled peptides were resuspended in 100 μL of buffer A [97% (v/v) HPLC water, 3% (v/v) HPLC acetonitrile, 0.1% (v/v) trifluoroacetic acid] and separated using a 86 minutes gradient starting with 2% buffer B [97% (v/v) HPLC acetonitrile, 3% (v/v) HPLC water, 0.1% (v/v) trifluoroacetic acid] for 5 min, 2–10% buffer B for 5 min, 10–60% buffer B for 50 min, 60–80% buffer B for 10 min, 80–90% buffer B for 1 min, 90% buffer B for 5 min and 90-2% buffer B for 1 min and 2% buffer B for 9 min. The chromatographic profile of the separated peptides was monitored at the wavelength of 240 nm using Chromeleon software (Thermo Fisher Scientific, Hemel, Hempstead, UK). Fractions were collected every 2 min from 10 min to 50 min (20 fractions). Collected fractions were then dried in a vacuum concentrator and stored at −20 °C until further analysis.

Each fraction was resuspended in 10 μL reverse phase (RP) buffer A [97% (v/v) HPLC water, 3% (v/v) HPLC acetonitrile, 0.1% (v/v) formic acid] and combined to obtain 10 fractions for mass spectrometric analysis. Each fraction was run using a Q Exactive^TM^ Hybrid Quadrupole-Orbitrap^TM^ mass spectrometer (Thermo Scientific, Bremen, Germany) coupled with an online UHPLC Ultimate 3000 (Thermo Fisher Scientific, Dionex, Hemel Hempstead, UK). From each fraction, 4 μL were injected and peptides were separated using a PepMap RSLC C18 column with the following characteristics: 2 μm, 100 Å, 75 μm × 50 cm (Thermo Fisher Scientific, Hemel, Hempstead, UK) at a constant flow rate of 300 nL min^−1^. A 135 min gradient was performed using RP buffer B [97% (v/v) HPLC acetonitrile, 3% (v/v) HPLC water, 0.1% (v/v) formic acid] as follows: 4% B for 0 min, 4% B for 5 min, 4–40% B for 100 min, 40–90% B for 1 min, 90% B for 14 min, 90–4% for 1 min and finally 4% of buffer B for 14 min. Mass spectrometry (MS) data was acquired using Xcalibur software v 4.0 (Thermo Scientific, Bremen, Germany) with the following settings. MS scans were acquired with 60,000 resolution, automatic gain control (AGC) target 3e6, maximum injection time (IT) 100 ms. The MS mass range was set to be in the range 100–1500 m/z. Tandem mass spectrometry (MS/MS) scans were acquired using high-energy collision dissociation (HCD), 30,000 resolution, AGC target 5e4, maximum IT 120 ms. In total, 15 MS/MS were acquired per MS scan using normalised collision energy (NCE) of 34% and isolation window of 1.2 m/z. The *Synechocystis* sp. PCC 6803 (taxon ID: 1111708) database containing 3507 proteins was downloaded from Uniprot (.fasta) and uploaded on MaxQuant software (version 1.5.4.1). The settings were as follows; for “type the experimental set” MS2 and 8-plex iTRAQ were selected with reporter mass tolerance of 0.01 Da. Enzymatic digestion with trypsin was specified and two missed cleavages were allowed per peptide. Oxidation of methionine and deamidation of asparagine and glutamine were selected as variable modifications and methylthio modification of cysteine was selected as the fixed modification. The false discovery rate (FDR) at the peptide spectrum match/protein level was set at 1%. The reporter ions intensities (113, 114, 115, 116, 117 and 118) were used for quantification purposes. Fold changes of the differentially abundant proteins were calculated using a published method [4] and using the ProteoSign, an online service.

***References***

[1] Bensadoun, A., and Weinstein, D. (1976) Assay of proteins in the presence of interfering materials. *Analytical Biochemistry* 70: 241−250.

[2] Laemmli, U.K. (1970) Cleavage of structural proteins during the assembly of the head of bacteriophage T4. *Nature* 227: 680–685.

[3] Couto, N., Barber, J., and Gaskell, S.J. (2011) Matrix-assisted laser desorption/ionization (MALDI) mass spectrometric response factors of peptides generated using different proteolytic enzymes. *Journal of Mass Spectrometry* 46: 1233−1240.

[4] Efstathiou, G., Antonakis, A.N., Pavlopoulos, G.A., Theodosiou, T., Divanach, P., Trudgian, D.C., Thomas, B., Papanikolaou, N., Aivaliotis, M., Acuto, O., and Iliopoulos, I. (2017) ProteoSign: an end-user online differential proteomics statistical analysis platform. *Nucleic Acids Research* 45: W300–W306.

[5] Trautner, C., and Vermaas, W.F.J. (2013) The *sll1951* gene encodes the surface layer protein of *Synechocystis* sp. Strain PCC 6803. *Journal of Bacteriology* 195: 5370–5380.

How the deposited data were processed for this re-analysis (not part of the article)

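RNA was sequenced from 3 wild-type cultures and 3 cultures of the *kpsM* mutant of *Synechocystis*, 1 library per culture. Each library was assigned to its strain and replicate by its label, and the columns of the deposited tables by the sample numbers in the labels. The labels, the main methods and the supplement on RNA-seq name the same 2 strains and 3 replicates.

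The authors deposited a count of reads per feature, made by HTSeq after alignment with HISAT2, without normalization. They also deposited FPKM values, which the authors made from these counts by dividing by the length of the feature and by the sum of all counts of the library. A further deposited table of the authors holds their DESeq2 comparison of the mutant with the wild type, with a log2 fold change, a p-value and an adjusted p-value per feature, and a value of each strain whose scale is not stated. The genome build, the tool versions and the strandedness are not given in the sources used here. All 3732 rows of the count table name a feature, so no row was left out of the library sizes.

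From the counts, library sizes were scaled by the TMM method of edgeR 4.0.16 (R 4.3.3). Features were kept by its default expression filter (a minimum count of 10, which at the median library size is 1.35 CPM, in at least 3 libraries, and a minimum total count of 15), which left 3400. The strains were compared with the robust quasi-likelihood test, with strain as the only term, and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The standard error of a log2 fold change was taken from the test statistic. Log2 CPM for correlations and principal components used a prior count of 2. Totals, scaling factors and shares of counts per library are those of the deposited table. Counting errors and the intervals of count ratios cover counting alone and not differences between cultures, for which 3 replicates per strain are the basis. The intervals of log2 fold changes rest on the standard error of the test, which includes the spread between these replicates.

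The test was checked on simulated counts with the means and library sizes of the 3400 features, of which 200 were changed. Each feature was given the spread that the model fits for its abundance, not its own. edgeR recovered 66.0% of the changed features, and 2.94% of its calls were false. DESeq2 recovered 65.0% and limma-voom 66.5% of the same features.

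Alternatives were the Wald test of DESeq2 1.42.0, limma-voom (limma 3.58.1), 3 other scalings, no filter and a stricter filter on low counts, each library left out, the replicate number as a block, a trend on gene length removed, limma on log2(FPKM + 1) and log2(FPKM + 0.1), and other thresholds. These were fixed before the data were examined. The splits of the 6 libraries, binomial thinning of libraries to the smallest total, a check of each library's strain against the other 5, and the count of features high in a single library were computed beside them.

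The rule for naming features was also fixed before the data were examined, when the fold changes in the paper's own tables had been read. It takes the genes of the *slr0977* locus, the genes of Table 1 and Table 2, other genes of the transcript claims, and the 10 features with the largest changes past the threshold whose strains do not overlap. Of these 10, 4 were higher and 6 lower in the mutant. None of the 3732 identifiers was found in the reference annotation used here, a RefSeq table of 3347 genes of *Synechocystis*. Its tags are of substrain PCC-P and the paper used substrain Kazusa, so this does not show that RefSeq lacks the identifiers. No other table used here pairs the identifiers with ORF names. Only the 2 largest increases and the 2 largest decreases of the 10 are named for this reason. The planned tests of gene families (photosystem I and II, ATP synthase, NADH dehydrogenase, pilus, *mur*, ribosomal protein, glycolysis and pentose phosphate, and polyhydroxybutyrate genes), the values of genes named in the paper and the comparison of transcripts with proteins were left out for the same reason.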

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

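The tests on consecutive identifiers and on depth by count ratios were chosen only after this result was seen. The rule that finds the features was written after high values in mutant replicate 3 had been seen. In that library, 12 features had a TMM-normalized CPM, with 1 CPM added, that was at least 4 times that of the highest of the other 5 libraries. They stood 4.55 to 103 times above it. The paper does not discuss features that stand out in a single library. The 12 features held 46867 reads, 0.472% of that library's counts. None of them passed the threshold in edgeR's test, in DESeq2 or in limma-voom, where 10 were tested by edgeR (0 of them with an unadjusted p below 0.05) and 6 were given an adjusted p by DESeq2. Among the 10 features with the highest log2 fold changes in the authors' deposited table, 7 are of this set. In that table 6 of the 12 have no p, and these are its only 6 features with reads and no p. The size of such a fold change rests largely on 1 library. A smaller difference between the strains was present without that library for part of the set. In edgeR's test without mutant replicate 3, in which 10 of the 12 were tested, 5 passed the threshold, all 5 higher in the mutant, with log2 fold changes of 0.42 to 1.42.

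The greater depth of this library was not tested apart from the rule, which already corrects for it by dividing by scaled library sizes. Depth raises all counts of a library alike, and the effective size of mutant replicate 3 was at most 1.71 times that of another library, while the counts of the 12 features stood over those in every other library by a ratio whose 95% interval from counting began at 5.31 or more. Neither this gap nor the thinning of mutant replicate 3 to the smallest library total, after which all 12 still passed, is a separate test. Both follow largely from the rule. Ordinary spread between single libraries is argued against by the same rule finding 0 features in each of the other 5 libraries. A wild-type library carrying the mutant's label is also argued against. Of the 998 features called from the other 5 libraries, mutant replicate 3 lay nearer the mutant mean in 63.1%, although this is the lowest share of any library (81.1% to 98.8% for the others), so that this library lies between the strains for part of the features.

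What stays open is where the reads come from. Of the 12 features, 8 have a consecutive identifier within the set, in 3 runs, against a mean of 0.0764 in 10000 random sets of the same size (permutation test, p = 1e-04, the smallest that these sets can give). Reads of another organism, of a construct or of another strain carrying these genes, and a change of a few neighbouring genes that was larger in that culture cannot be told apart here, because the excess is in 1 library and the features are not paired with gene names. A candidate explanation for the 8 is a stronger change in expression of a few gene clusters in that culture than in the other mutant cultures, which a repeat of the culture could test.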

How the results depend on the processing

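Of the 25 alternatives, 4 were chosen after seeing the data, namely leaving out the most counted feature, leaving out the 10 most counted features, the share of the most counted feature as a covariate, and DESeq2 with its filtering tuned to 0.05. The count of 701 differing features stayed within 1.5 times under 16 of the 25, between 513 and 998. The counts of higher and of lower features each did so under 17.

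The count was smaller where libraries were scaled by their totals, which include the most counted feature. Library totals alone gave 277 features (90 higher, 187 lower), of which 271 are among the 701. Limma on log2(FPKM + 1) gave 283 (87 higher, 196 lower) and on log2(FPKM + 0.1) 277 (84 higher, 193 lower). The cause was not tested further. Changing the threshold moved the count by construction, to 1192 at an unadjusted p below 0.05 (571 higher, 621 lower) and to 290 at an adjusted p below 0.01 (132 higher, 158 lower).

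Leaving out 1 library at a time gave 322 to 998 features, with 148 to 434 higher and 174 to 564 lower. The count fell by more than 1.5 times without wild-type replicate 1 (458), wild-type replicate 3 (322), mutant replicate 1 (411) and mutant replicate 2 (371), where fewer libraries were compared. It rose to 998 without mutant replicate 3, and 663 of the 701 were among these.

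Whether more features were lower or higher also depended on the setting. More were lower under 21 of 26 settings, the reported one included, with 44.7% higher in the reported one. The exceptions were upper quartile scaling (52.1% higher), the most counted feature (51.7%) or the 10 most counted features (51.3%) left out, and the fits without mutant replicate 1 (52.3%) or mutant replicate 2 (51.8%). The median log2 fold change of all tested features moved by less than 0.1 under every alternative.

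The labels give both strains replicate numbers 1 to 3, which were not taken to pair the libraries. The deviations from the strain means of same-numbered libraries had correlations across features of −0.12, 0.13 and 0.02, where more than 0.1 in every pair would be needed. With 3 libraries per strain, these correlations cannot exclude a shared day of culture or preparation. With the replicate block, 652 features passed the threshold (284 higher, 368 lower), 609 of them among the 701. With the replicate block and a trend on gene length removed, 624 did.

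Of the 4 named features, SGL_RS00130, SGL_RS06640 and SGL_RS09980 kept their direction and their side of the threshold under all 22 alternatives computed for single features, with log2 fold changes of 2.10 to 2.60, 1.99 to 2.32 and −2.50 to −2.20. SGL_RS04145 did so under 21 of 22, between −2.68 and −1.85. Without mutant replicate 2 its log2 fold change was −2.19 with an adjusted p of 0.053 in edgeR's test, the largest over its alternatives.

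The other 9 splits of the 6 libraries into 3 and 3 gave 0 features past the threshold in edgeR's test, with 17 to 317 at an unadjusted p below 0.05 against 1192 for the strains. The strains were thus the 1 split of 10 with as many features, and likewise for the higher and for the lower features. However, 10 splits are too few to exclude chance. Each of the other 9 splits also mixes the strains on both sides. A strain difference then widens the spread within the sides and lowers their counts.

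The alternatives for gene families, for genes named in the paper and for transcripts against proteins, fry and the estimated correlation of camera among them, were not run, because the identifiers are not paired with gene names in the tables used here. How far depth limits the features of low counts was not tested. A feature with the lowest median count of a library, 163.5, has a counting error of 7.82%, below the 16.8% variation between replicates. Changes of 1.5-fold were recovered in 25.0% of simulated cases, without a split by count.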

Other observations

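The tests on the most counted features, on a disrupted gene of another length, on exchanged labels and the splits of the libraries were chosen only after the results were seen. Technical explanations for the 701 differing features were weighed as follows. A few features taking most of the counts are argued against as the whole cause, since leaving the most counted one out of the counts and library sizes gave 702 features, 652 of them among the 701, and leaving out the 10 most counted gave 698, 649 of them among the 701. The split did depend on them, with 363 higher and 339 lower in the first case and 358 higher and 340 lower in the second, against 313 and 388 in the reported fit. Difference in depth is argued against by the 671 features, 648 of them among the 701, that passed after every library was thinned to the smallest total. With a trend on gene length removed per library, 710 features passed, 643 of them among the 701, which argues against a length bias as the whole cause, although 58 features were lost, 67 were gained and 1 of the 643 changed direction. Each library lay nearer its own strain in most of the features called from the other 5, at least 63.1% of them, which argues against a single mislabelled library. A batch shared by the libraries of one strain is not given in the sources used here and stays open beside the effect of the mutation.

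The share of reads on the most counted feature, SGL_RS18440, crossed the strains, with 55.4% to 57.6% in wild-type replicate 2 and mutant replicates 1 and 2 and 49.0% to 51.1% in the others. With this share as a covariate, 958 features passed the threshold, and they included 700 of the 701. With 6 libraries and a share seen beforehand, this fit shows only that the count did not rest on the share.

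The disrupted gene gives no clear mark in the counts. If reads fell in proportion to the 749 of 831 bp replaced, its log2 fold change would be about −3.34. The 10 features of 831 nt had log2 fold changes from −1.51 to 0.20, and 1 of them passed the threshold. The lowest log2 fold change of any tested feature was −2.39 (SGL_RS09980, of 186 nt), so no tested feature fell by as much as −3.34. This does not decide whether the gene is listed under another length. A longer listing would keep a larger part and fall by less than that. Too few counts to show the loss is argued against for the 10, since 0 of their 95% intervals reached −3.34, although the lowest bound, −3.04, came near it. A group exchange of labels could show as a feature of this length raised in the mutant, and the highest log2 fold change, 0.20, did not show it, but as none of the 10 is paired with the gene, this cannot be told apart from a gene outside the tested features, a start site annotated elsewhere, or reads from the part left and from transcription out of the resistance cassette. The paper reports full segregation by PCR and Southern blotting (Fig. S1). A table pairing the identifiers with ORF names would settle which of these applies.

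Mutant replicates 1 and 2 were closer to each other than any other pair of libraries. Their chi-square per degree of freedom was 5.00, against 13.2 to 87.1 for the other pairs within a strain and at least 54.9 between strains. By Pearson's r the lead was small, 0.9905 against 0.9899 for wild-type replicates 1 and 3. Their variation of 5.65% is of a single pair, while the 13.8% of the wild type covers all 3 libraries, so these 2 values are not alike. No biological explanation was tested.

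The log2 fold changes in the authors' deposited table differed from those of DESeq2 here by more than 0.1 for 155 of 3633 features, with a median absolute difference of 0.0046. A fold change prior in their fit was tested as the cause. With the prior the median absolute difference was larger, 0.022, which argues against it for the 3633 features as a whole. A median over all features does not show what moved the 155, so their cause stays open.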
